# The Anti-Hiv Candidate Abx464 Dampens Intestinal Inflammation by Triggering Il-22 Production in Activated Macrophages

**DOI:** 10.1038/s41598-017-04071-3

**Published:** 2017-07-07

**Authors:** Karim Chebli, Laura Papon, Conception Paul, Aude Garcel, Noëlie Campos, Didier Scherrer, Hartmut J. Ehrlich, Michael Hahne, Jamal Tazi

## Abstract

The progression of human immunodeficiency virus (HIV) is associated with mucosal damage in the gastrointestinal (GI) tract. This damage enables bacterial translocation from the gut and leads to subsequent inflammation. Dextran sulfate sodium (DSS-exposure) is an established animal model for experimental colitis that was recently shown to recapitulate the link between GI-tract damage and pathogenic features of SIV infection. The current study tested the protective properties of ABX464, a first-in-class anti-HIV drug candidate currently in phase II clinical trials. ABX464 treatment strongly attenuated DSS-induced colitis in mice and produced a long-term protection against prolonged DSS-exposure after drug cessation. Consistently, ABX464 reduced the colonic production of the inflammatory cytokines IL-6 and TNFα as well as that of the chemoattractant MCP-1. However, RNA profiling analysis revealed the capacity of ABX464 to induce the expression of IL-22, a cytokine involved in colitis tissue repair, both in DSS-treated mice and in LPS-stimulated bone marrow-derived macrophages. Importantly, anti-IL-22 antibodies significantly reduced the protective effect of ABX464 on colitis in DSS-treated mice. Because reduced IL-22 production in the gut mucosa is an established factor of HIV and DSS-induced immunopathogenesis, our data suggest that the anti-inflammatory properties of ABX464 warrant exploration in both HIV and inflammatory ulcerative colitis (UC) disease.

## Introduction

ABX464 is a first-in-class antiviral drug candidate for treating patients infected with human immunodeficiency virus^1, 2^. ABX464 is an orally available, well-tolerated small molecule that blocks HIV replication through the modulation of RNA biogenesis^3^. ABX464 demonstrates anti-viral activity in treatment-naïve patients and induces a long-lasting control of the viral load in HIV-infected humanized mice after treatment arrest^3^. This treatment might improve current therapies by hampering the appearance of virus resistance and, more importantly, by leading to a long-lasting control of HIV.

Despite the successful control of viremia, many HIV-infected individuals treated with antiretroviral therapy (ART) exhibit residual inflammation^4^ associated with non-AIDS-related morbidity and mortality^5^. Several reports have shown that measures of inflammation and immune activation are the best independent predictors of disease progression in HIV-infected individuals^6^. It is also known that elevated inflammation and immune activation predict non-AIDS-associated morbidities and mortality, even in well-suppressed treated HIV-infected individuals^7^. Mucosal damage to the gastrointestinal (GI) tract with resulting microbial translocation significantly contributes to the heightened and persistent chronic inflammation and immune activation characteristic to HIV infection^6, 8, 9^ and might contribute to virus persistence during ART^10^. Recently, a dextran sulfate sodium (DSS)-induced nonhuman primate (NHP) colitis model in SIV-infected rhesus macaques a natural host species for SIV that does not manifest GI tract damage or chronic immune activation during infection, was used to demonstrate that DSS-exposure results in colitis with elevated levels of plasma SIV RNA, sCD14, LPS, CRP and mucosal CD4 T cell loss^9, 11^. The pathogenic potential of bacterial translocation has also been studied in humanized mice exposed to DSS to provide evidence that HIV chronic infection contributes to systemic inflammation under DSS-exposure^12, 13^. Given the similarities in colitis induction between DSS-exposed macaques and mice^11^, the antiviral activity of ABX464 in humanized mice model^3^ and its pharmacodynamics and pharmacoketics profiles in rodent, NHP^3^ and humans^2^, we tested the anti-inflammatory properties of this drug in DSS-treated mice. The results presented in this manuscript show for the first time that the antiviral drug ABX464 specifically acts on the immune system to attenuate mucosal disease induced by DSS.

## Results

To test the anti-inflammatory properties of ABX464, we employed the commonly used DSS-induced experimental model of colitis. In this model inflammation is specifically induced in the colon via the administration of DSS in drinking water for approximately 5–8 days^14^. To test the effect of ABX464 in DSS-induced colitis, the compound was suspended in methylcellulose (MC), an established carrier for drug delivery to the colon^15^, and administered for 8 days via gavage (Fig. 1a). Mice receiving MC only served as a control. DSS-induced weight loss, an established symptom of intestinal injury, was significantly reduced in mice receiving ABX464 (Fig. 1b). This induced intestinal inflammation is usually strongest 3 days after the termination of the DSS challenge^14^. Strikingly, the weight of ABX464-treated mice had already returned to pre-treatment levels at that time point, and the mice displayed decreased disease parameters such as smaller and fewer colonic lesions as well as decreased shrinkage of colon length (Fig. 1c–e). Importantly, ABX464 did not affect the colons of mice not exposed to DSS (Fig. 1c–e). Noteworthy, the disease dampening influence of ABX464 in DSS-colitis was observed in experiments performed in different animal facilities, suggesting that this phenomenon is not dependent on a particular intestinal flora (see Methods section).

**Figure 1:**
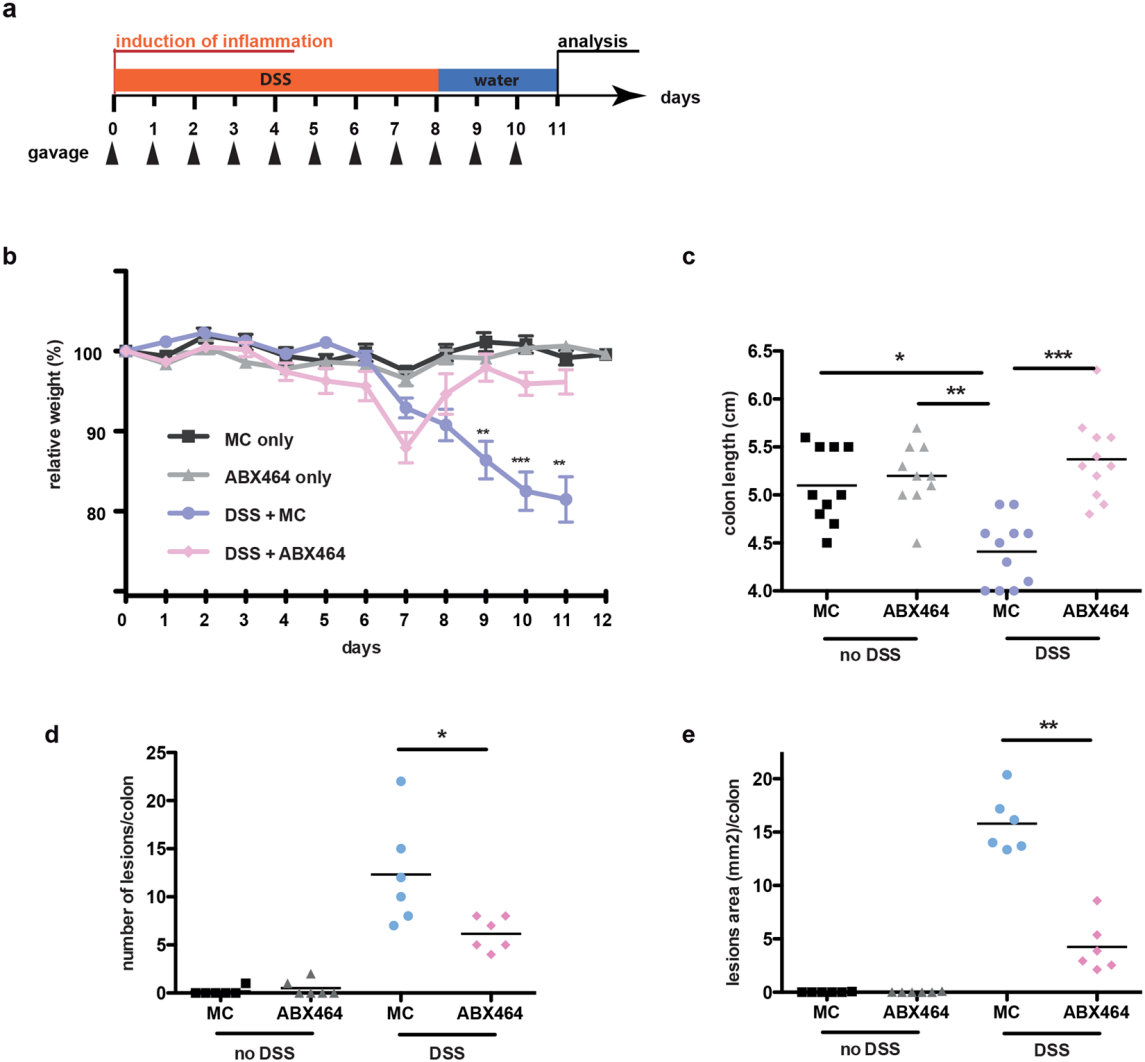
ABX464 treatment suppresses disease severity in DSS-induced colitis. (**a)** C57BL/6 mice (n = 12 each cohort) subjected to the DSS colitis protocol shown received orally once a day ABX464 (50 mg/kg) in methylcellulose or methylcellulose only through gavage. (**b)** Weight development in ABX464 and methycellulose (MC) only treated mice during DSS-induced colitis. Control cohorts included mice not exposed to DSS. (**c**–**e**) At the end of the protocol described in (**a**) mice were sacrificed and colons were analyzed by histology for colitis severity including number of lesion (**c**), lesion size (**d**) and colon size (**e**).

Next, we asked whether the protective effect of ABX464 is maintained during prolonged DSS exposure (Fig. 2a), which typically is lethal for mice. However, the daily application of ABX464 allowed the mice to be exposed to DSS for at least 63 days. Following a moderate initial body weight loss of approximately 5%, the mice recovered and maintained their initial body weight (Fig. 2b). Surprisingly, the mice that received ABX464 for only the first 20 days during the prolonged DSS exposure displayed similar body weight development and survival rates to those that received ABX464 for the entire study (Fig. 2b). Nevertheless, the colons of these two mouse cohorts displayed significant differences when examined for histopathological parameters including lesion size (Fig. 2c–e; Supplementary Table 1). This finding suggests that the 20-day administration of ABX464 provided a partially protective effect that was maintained for the duration of the 63-day DSS challenge.

**Figure 2:**
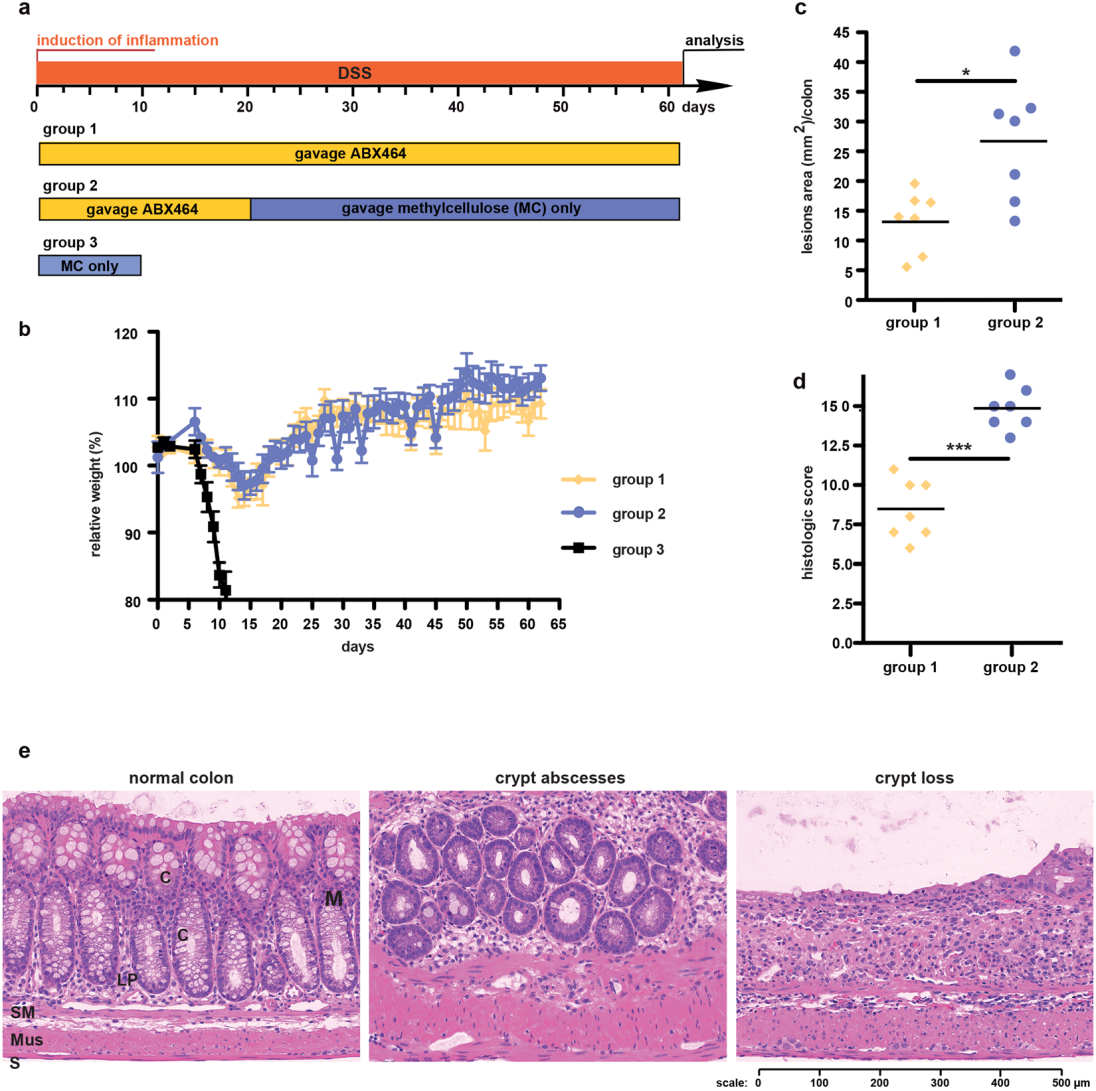
The protective effect of ABX464 is maintained in mice during continuous DSS-exposure. (**a**) C57BL/6 mice (n = 8 each cohort) were challenged with DSS for 63 days. Mice received orally once a day ABX464 in methylcellulose during the whole protocol (group 1) or only for the first 20 days followed by methylcellulose only administration (group 2). Mice of group 3 received methylcellulose during DSS-exposure and had to be scarified at day 10. (**b**) Weight development in ABX464-treated mice during DSS-administration. (**c,d**) Colons were analyzed by histology for lesion size (**c**) and colitis severity (**d**) at the end of the protocol. Histological scoring was performed as described in the Material and Methods section and detailed in Supplementary Table 1. (**e**) Representative images for normal colon, crypt abscesses and crypt loss, the latter two being part of the histological scoring shown in **2d**. Normal histology of the colon (normal colon); Mucosa, M, composed of epithelial crypt cells, C, underlined by lamina propria, LP; Submucosae, SM; Musculae, Mus; Serosa, S.

DSS exposure results in the chemical destruction of the colonic mucosal barrier with a subsequent increase in luminal bacterial translocation, thereby exposing the innate immune cells of the lamina propria to bacteria^16^. This effect leads to inflammation characterized by the infiltration of cytokine-producing neutrophils and macrophages^16^. In fact, ABX464-treated mice displayed fewer F4/80-positive macrophages in the colon (see Fig. 3a–c). Moreover, the colons of mice treated with ABX464 produced significantly less of the proinflammatory cytokines TNFα, IL-6 and monocyte chemoattractant protein-1 (MCP-1, CCL2) *ex vivo* (Fig. 3d–f). MCP-1 is a crucial chemokine that regulates the migration of macrophages and produced by different cell types including epithelial cells, fibroblasts and macrophages^17^. Our observation that colons isolated from ABX464-treated mice produce significantly less MCP-1 during inflammation might explain the decreased number of F4/80-positive macrophages.

**Figure 3:**
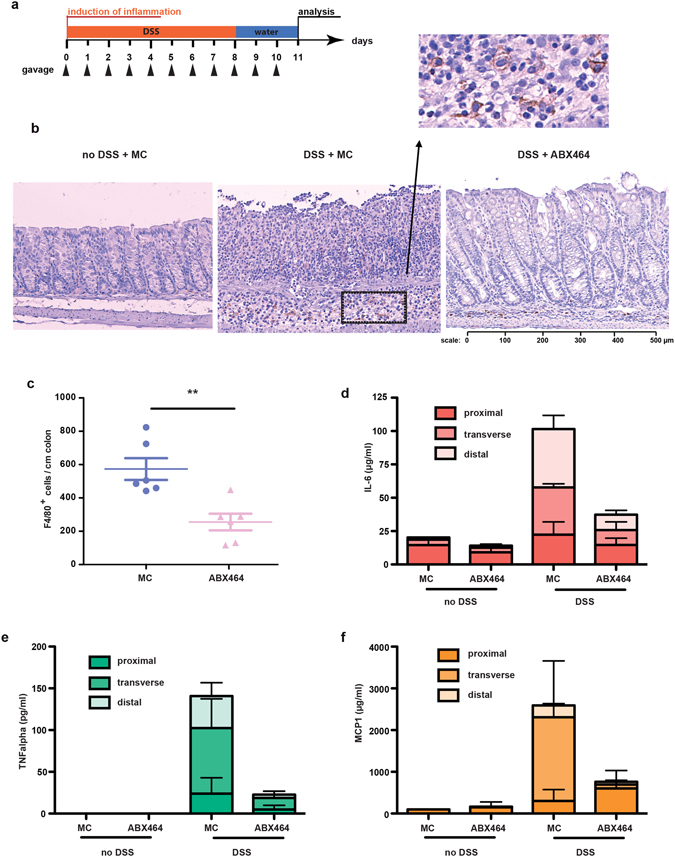
ABX464 decreases macrophage presence and pro-inflammatory cytokine production during acute colitis. **(a**) Acute colitis was induced as described in Fig. 1a. (**b**) Colons were analyzed for macrophage content by F4/80 labeling. Representative images of macrophage presence in colons of MC only treated mice (left hand panel), MC and ABX464 treated mice exposed to DSS are presented. (**c**) Total number of F4/80 + macrophages per colon per mouse are are shown (n = 8 each cohort). (**d–f**) Colons were taken at the end of the protocol, dissected in the proximal, middle and distal region and maintained in culture for 24 hours. Culture supernatant were analyzed for production of IL-6 (**d**), TNFalpha (**e**), and MCP-1 (**f**) by CBA as described in Methods section.

To elucidate the molecular responses modulated by ABX464, we performed quantitative polymerase chain reaction (qPCR) arrays to monitor the cytokine and chemokine expression in the colons of mice exposed or not to DSS in the presence or absence of ABX464. This molecule has no detectable effect on the expression profile of cytokines and chemokine signaling pathways in the absence of DSS exposure (Fig. 4a). Interestingly, ABX464 compensated for most of the expression differences induced by DSS exposure, which suggests that ABX464 restores the transcriptional program modified by DSS in the colon (Fig. 4 compare a, b and c). Only a few cytokines are up-regulated following ABX464 exposure in DSS-treated mice including IL-22^18^, a member of the IL-10 family (Fig. 4d).

**Figure 4:**
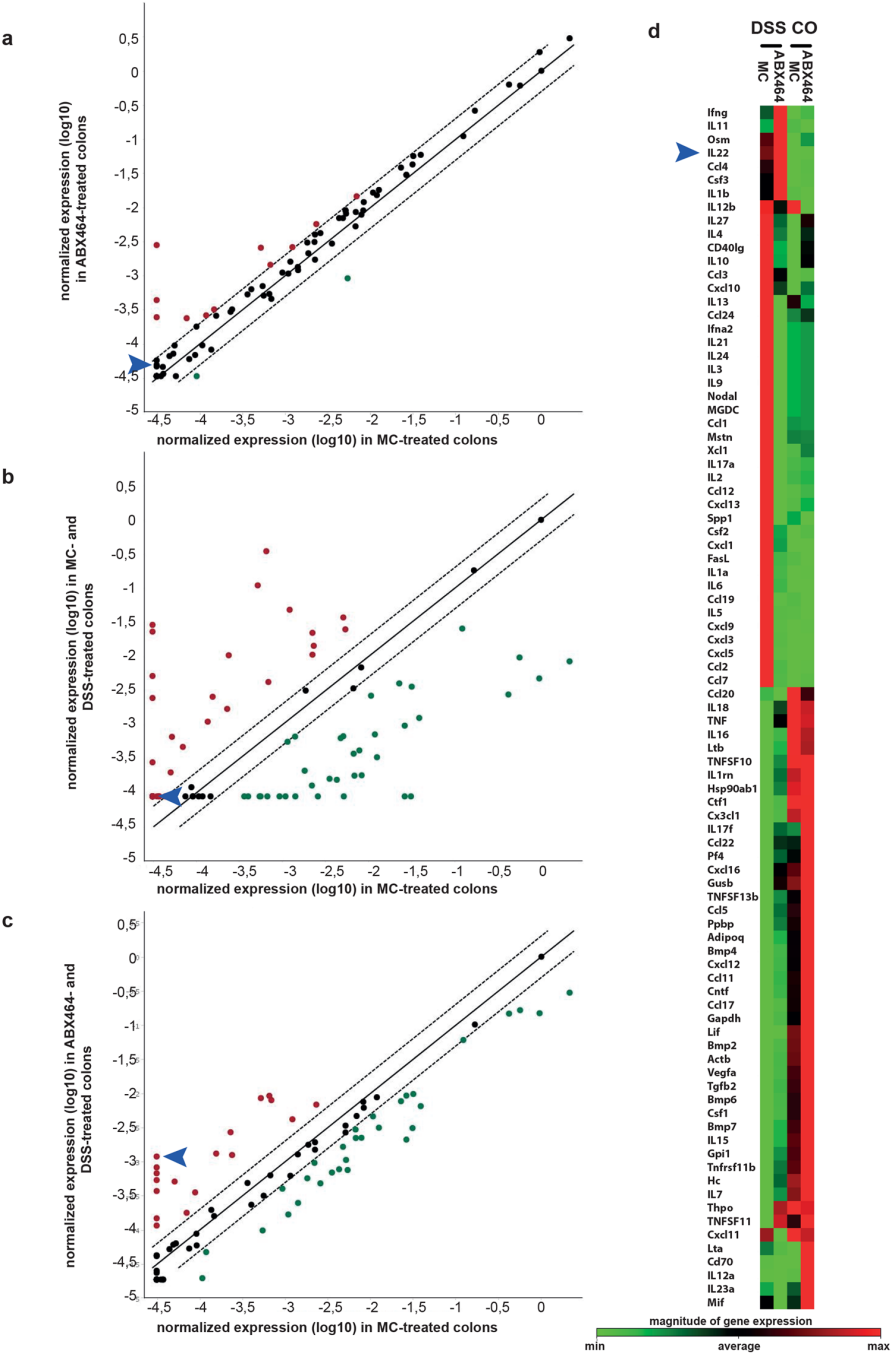
ABX464 treatment restores the expression of cytokine and chemokine signature in the colon of DSS-treated mice. (**a**) Identification of cytokines and chemokines regulated by ABX464 in colons of DSS-treated mice. RNA samples of from colons were taken at day 11 from mice exposed to DSS-exposure according to the protocol shown in Fig. 1a. Heatmaps show differential gene expression between colons of methylcellulose- and ABX464-treated mice as monitored by RT2 profiler PCR array (Qiagen). Scatterblots correlate gene expression in colons of ABX464-treated mice (**a**), methylcellulose (MC)- and DSS-exposed mice (**b**) and ABX464- and DSS-exposed mice (**c**) versus MC only treated mice. Samples represent the pool of RNA samples of n = 6 for each mouse cohort. (**d**) The clustergram shows differential gene expression between colons of MC- and ABX464-treated mice as monitored by RT2 profiler PCR array (Qiagen). Controls (Co) are tissue samples from mice not treated with DSS. Arrow heads indicate expression level of IL-22.

The GI-tract homeostasis established by ABX464 in mice exposed to DSS suggests the presence of an active process that maintains the epithelial barrier. Intestinal macrophages are situated in the enteric luminal environment to appropriately respond to GI lesions and bacterial translocation^19^. Bone marrow derived macrophages (BMDMs) are a common cellular model used to study murine macrophages^20^. Therefore, we activated BMDMs with LPS for 6 h to mimic bacterial activation and treated the cell cultures with ABX464 to determine the direct effect of the drug candidate on the production of different inflammation-associated cytokines that macrophages can secrete (Fig. 5a). As expected, the stimulation of BMDMs with LPS for 6 h induced the expression of IL6, TNFα, and MCP1 (CCL2) but not that of IL10 (Fig. 5b). The expressions of MCP1 and IL6 persisted for 48 h post LPS-stimulation, whereas TNFα expression was down-regulated at 12 h (Fig. 5b). Strikingly, ABX464-exposed BMDMs displayed an increased production of IL-10 at 12 and 24 h post LPS-stimulation but did not alter levels of the pro-inflammatory cytokines IL6 and TNFα (Fig. 5b). The decreased production of IL-6, TNFα and MCP1 detected in ABX464-treated colons (Fig. 3d–f) is most likely associated with the decreased numbers of pro-inflammatory macrophages observed in those tissues, although other cellular components of the colon (e.g., epithelial and stromal cells) might also contribute (Fig. 3b). Moreover, ABX464 treatment had no detectable effect on the production of these cytokines in un-stimulated BMDMs, which suggests that ABX464 only acts on activated BMDMs (Fig. 5b). The induced expression of IL10 in LPS-stimulated BMDMs via ABX464 could contribute to its protective effect observed in DSS-treated mice. In fact, IL-10 plays a crucial role in intestinal homeostasis^21, 22^ because mice deficient in IL-10 or IL-10 receptor develop spontaneous colitis^21^, whereas mice with ectopic IL-10 expression in their intestinal epithelial cells are protected against DSS-induced acute colitis^23^.

**Figure 5:**
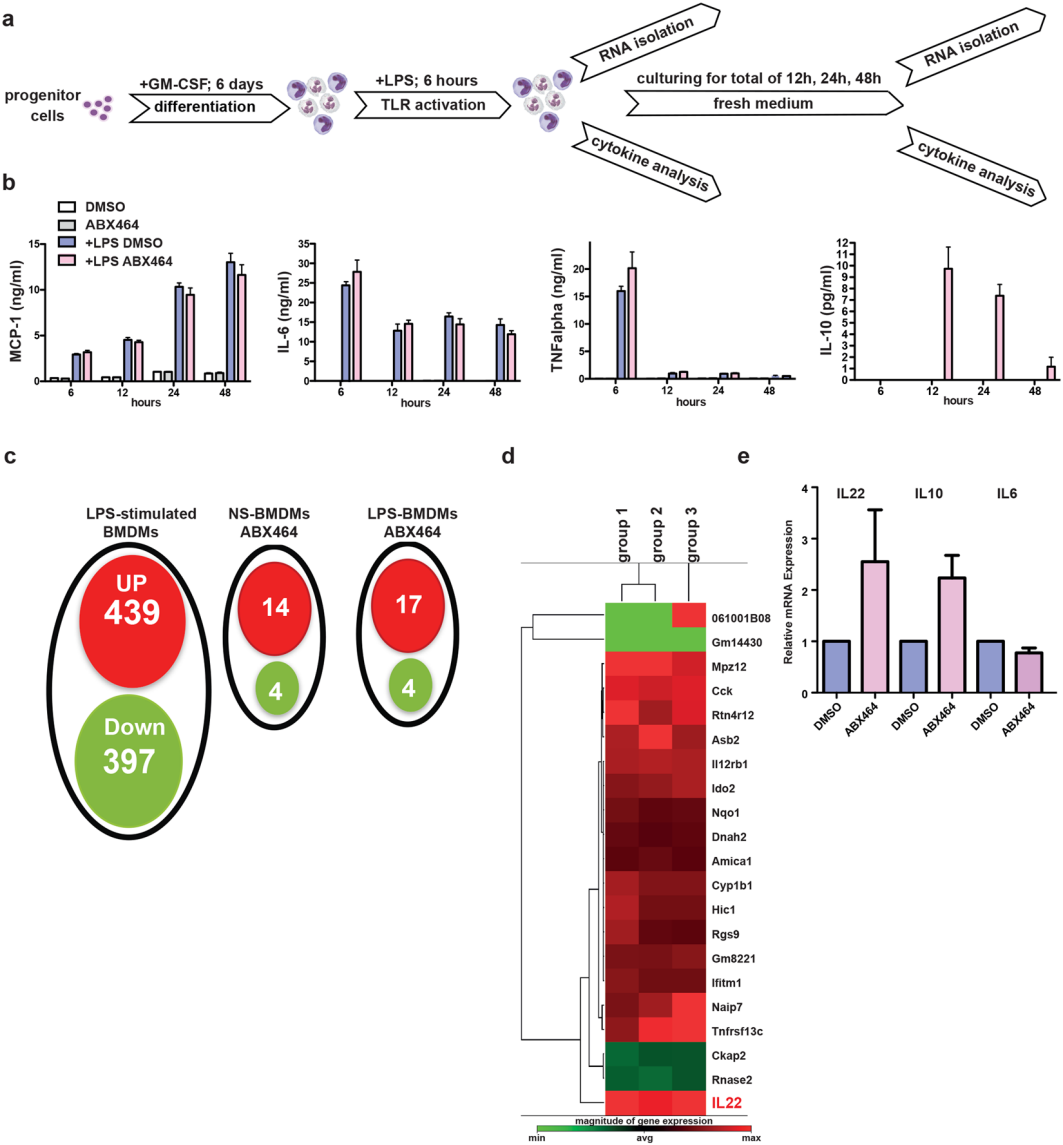
Effect of ABX464 on cytokine secretion and mRNA expression in BMDMs **(a**) Bone marrow isolated cells were cultured for 6 days in the presence of GM-CSF (50ng/ml) to differentiate into macrophages. Cells were kept in culture for additional 3 days in the presence of ABX464 (5 µM) or vehicle (DMSO) alone and for additional 6 hours stimulated with LPS (4 µg/ml). Cells were then kept in normal medium for additional 42 hours. Cell aliquots for RNA isolation and supernatants were taken at time 6, 12, 24 and 48 hours. **(b)** Culture supernatants of the indicated cell cultures were analyzed by CBA for the content of MCP-1, IL-6, TNFalpha and IL-10 as described in Materials and Methods. **(c)** A Venn diagram displaying the number of inducible or repressible (≥1.5 log2-fold) genes after 6 hours stimulation of LPS (LPS-stimulated BMDMs), non-stimulated BMDMs treated with ABX464 (NS-BMDMs ABX464) or LPS-stimulated BMDMs treated with ABX464 (LPS-BMDMs ABX464). **(d)** Identification of genes regulated by ABX464 in LPS-stimulated BMDMs. RNA samples of three group of cells taken at time point 12 h were analyzed by RNAseq and each group represents the relative expression between ABX464 and control (DMSO) treated samples. Only those genes are represented that were differentially expressed in each group. **(e)** Validation of elevated transcript levels of IL-22 in ABX464-treated LPS-stimulated BMDMs by qPCR.

We next performed a high-resolution transcriptome analysis of ABX464-treated BMDMs stimulated with LPS. 

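RNA-seq was performed on BMDMs, macrophages grown from the bone marrow of mice in medium with GM-CSF, a growth factor that makes marrow cells differentiate. LPS is a component of the outer membrane of bacteria that activates macrophages, and DMSO is the solvent in which ABX464 was given. In the legend of Fig. 5a, cells were kept for 3 days with 5 µM ABX464 or DMSO, stimulated for 6 h with 4 µg/ml LPS and then kept in normal medium, whereas the text of the results places the ABX464 treatment after the LPS stimulation. The 12 libraries taken at 12 h comprised 4 conditions, un-stimulated BMDMs with DMSO, un-stimulated BMDMs with ABX464, LPS-stimulated BMDMs with DMSO and LPS-stimulated BMDMs with ABX464, each with 3 libraries from separate culture sets. The libraries were sequenced by BGI, and the authors deposited for each library an estimated (expected) count of reads per gene and the same estimate as FPKM, normalized for the length of the transcript and the size of the library, under Entrez gene identifiers. The paper's text does not name the aligner, the counting program, the genome build or the test for differential expression. Genes absent from a library's list were taken as 0, since the lowest FPKM listed was 0.01. At 12 h the expected counts of a library summed to between 19215322 and 20949728, with a median of 20127536. Within the conditions, the totals ranged from 19614634 to 20230417 (median 20024655) in un-stimulated BMDMs with DMSO, from 19215322 to 20868127 (median 20249420) in un-stimulated BMDMs with ABX464, from 19515853 to 20457977 (median 19589121) in LPS-stimulated BMDMs with DMSO and from 20017457 to 20949728 (median 20235617) in LPS-stimulated BMDMs with ABX464. Expected counts were rounded to whole numbers, normalized by edgeR's TMM method and tested with edgeR's quasi-likelihood test in one model over the 12 libraries, with the culture set as a block and Benjamini-Hochberg adjustment. The 13340 genes kept by edgeR's filter on low counts were tested. A gene was counted as changed by LPS at an adjusted p under 0.05 and an absolute log2 fold change of at least 1.5, and as changed by ABX464 at the same adjusted p and an absolute log2 fold change of at least 1. The choices with most effect on the numbers of genes were the test, the libraries entering the model and the thresholds.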

Given that IL10 induction via ABX464 was only visible at 12 h and not 48 h post-stimulation with LPS, we analyzed the BMDMs stimulated with LPS for 6 h and then treated them with ABX464 without LPS for an additional 12 h. 

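Each of the 3 culture sets contributed 1 library to each of the 4 conditions at 12 h, as read from the numbers in the library titles. Libraries of the same condition were similar, with Spearman's rho across genes between 0.971 and 0.993 over the 12 pairs of replicates. Their counts differed by more than sampling noise in every pair (chi-square per degree of freedom of at least 11.6), so that no library was counted as a duplicate of another. By this measure set 1 stood apart in LPS-stimulated BMDMs. With DMSO it gave 68.2 against set 2 and 77.5 against set 3, while sets 2 and 3 gave 19.1. With ABX464 these values were 73.4, 100.0 and 26.2. In un-stimulated BMDMs they were 46.1, 65.0 and 11.6 with DMSO, but 78.5, 75.2 and 84.1 with ABX464. The deviation of each library from the mean of its condition was compared between conditions. The correlation of these deviations across genes averaged 0.035 over the 18 pairs of libraries from the same set (from -0.571 to 0.775) and -0.02 over the 36 pairs from different sets (from -0.693 to 0.585). Because the deviations of the 3 libraries of a condition sum to 0, the average for different sets follows from that for the same set and is no separate reference, so whether the sets pair the libraries was not tested by it. Numbers of genes are given both with the culture set as a block and without it.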

The data from three distinct group of BMDM cultures were combined and analyzed for different gene expression levels using RNAseq (the raw data are accessible from Gene Expression Omnibus repository, upon request). 

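In BMDMs treated with DMSO, 4810 of the 13340 genes tested had an adjusted p under 0.05 between LPS-stimulated and un-stimulated cells at 12 h (edgeR's quasi-likelihood test). The expression of 2128 genes differed by at least 2-fold in either direction. At a log2 fold change of at least 1.5, 754 genes were up-regulated and 461 were down-regulated by LPS. Without the culture set as a block, these numbers were 2156, 763 and 459. Of the alternatives tried, limma on log2(FPKM + 1), a scale that compresses the changes of genes expressed at a low level, gave the lowest numbers, with 1344 genes of at least 2-fold, 336 up-regulated genes and 200 down-regulated genes. An adjusted p under 0.001 also gave 1344 genes of at least 2-fold. When each culture set was left out in turn, between 655 and 866 genes were up-regulated and between 357 and 605 were down-regulated.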

Consistent with previous reports^24^, the RNA-seq analysis revealed numerous differentially expressed genes (1383) in the LPS-stimulated BMDMs among which 439 and 397 genes increased and decreased in expression ≥ 1.5 log2-fold, respectively (Fig. 5c Supplementary Table S2). The inflammation- and immune response-related genes exhibited the most dramatic induction levels following the LPS challenge (Supplementary Table S2). However, the use of a high-stringency ABX464 treatment only modulated the expression of a limited number of genes in un-stimulated (18 genes; Fig. 5c and Supplementary Table S3) and LPS-stimulated BMDMs (21 genes, Supplementary Table S4), among which 6 genes were in common (Supplementary Table S4). 

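Among the genes past the threshold and changed in the same direction in all 3 culture sets, the largest increases at 12 h were those of Gm14430, Tgtp1, Il12b, Calcr and Ccl5. Il12b, which encodes a subunit of the cytokines IL-12 and IL-23, rose from 5.17 ± 2.18 to 1520 ± 84.7 normalized CPM, counts scaled to a common library size by the TMM factors (SD, n = 3 culture sets), a log2 fold change of 8.24 (standard error 0.252, adjusted p = 2.07e-08 from edgeR's quasi-likelihood test). The chemokine gene Ccl5 rose from 16.6 ± 10.1 to 3606 ± 623 normalized CPM (SD, n = 3), a log2 fold change of 7.90 (standard error 0.404, adjusted p = 2.99e-07 from the same test). The log2 fold changes of Gm14430 (9.80, standard error 8.87), Tgtp1 (8.69, standard error 6.08) and Calcr (8.06, standard error 3.19) were imprecise, with 0 counts in each un-stimulated DMSO library. Each standard error was derived from the F statistic and the fold change fitted without the small count that edgeR adds to avoid infinite ratios. With 0 counts in a whole group that fold change runs off, so the size of the standard error has little meaning. Calcr had 0 counts in each un-stimulated DMSO library and 50, 25 and 19 counts in the LPS-stimulated ones, and the reads of Gm14430 cannot be told apart from those of near-identical copies. The largest decreases were those of Cyp2s1 (log2 fold change -7.21, standard error 3.92), Susd4 (-6.60, standard error 4.3), Septin3 (-5.72, standard error 0.599), Cd209a (-5.44, standard error 0.804) and Tpbgl (-4.55, standard error 0.592). Those of Cyp2s1 and Susd4 were imprecise as well, with 0 counts in each LPS-stimulated DMSO library and 8 to 21 counts in the un-stimulated ones. A list of 82 cytokine and chemokine genes was taken from the qPCR array of Supplementary Fig. S1, of which 53 were expressed at a level that could be tested. Of these, 30 were up-regulated and 1 was down-regulated past the threshold. The log2 fold change was 7.01 for Il6 (standard error 0.382, adjusted p = 4.27e-07), 1.56 for Tnf (standard error 0.144, adjusted p = 1.83e-05) and 1.84 for Ccl2 (standard error 0.183, adjusted p = 3.04e-05). All 9 genes of a list of interferon-response genes rose, by log2 fold changes between 3.26 and 6.74.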

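In un-stimulated BMDMs, 16 genes had an adjusted p under 0.05 between ABX464 and DMSO at 12 h, and 11 of them rose by a log2 fold change of at least 1. No gene was down-regulated past this threshold (0 genes), while 475 genes were lower with ABX464 at an unadjusted p under 0.05. In LPS-stimulated BMDMs, 31 genes had an adjusted p under 0.05, 20 rose past the threshold and 0 fell past it, while 511 were lower at an unadjusted p under 0.05. Without the culture set as a block, 16 genes rose in un-stimulated and 21 in LPS-stimulated BMDMs. With each test run on the 6 libraries of its own comparison, 30 genes rose and 5 fell in un-stimulated BMDMs, and 42 rose and 18 fell in LPS-stimulated BMDMs. DESeq2 gave 32 genes up and 9 down in un-stimulated, and 33 up and 7 down in LPS-stimulated BMDMs. With culture set 1 left out, 25 genes rose and 0 fell in un-stimulated BMDMs, and 20 rose and 1 fell in LPS-stimulated BMDMs. With culture set 2 or culture set 3 left out, 0 genes passed in either comparison. Both of these fits keep set 1, whose counts lay farthest from the other sets except in un-stimulated BMDMs with ABX464. The loss of genes therefore does not show that the effects rest on sets 2 and 3.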

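The genes past the threshold in both un-stimulated and LPS-stimulated BMDMs numbered 6, namely Cyp1b1, Serpinb2, Mpzl2, Cck, Gm8221 and Il1r2 (9 genes without the culture set as a block). Mpzl2 rose from 0.798 ± 0.162 to 5.16 ± 1.01 normalized CPM in un-stimulated BMDMs (SD, n = 3 culture sets), a log2 fold change of 2.72 (standard error 0.327, adjusted p = 0.0132 from edgeR's quasi-likelihood test). In LPS-stimulated BMDMs it rose from 0.445 ± 0.218 to 3.78 ± 1.48, a log2 fold change of 3.07 (standard error 0.362, adjusted p = 0.0139). Cyp1b1, which encodes a cytochrome P450 enzyme, rose from 30.2 ± 4.88 to 108 ± 17.2 normalized CPM without LPS (log2 fold change 1.85, standard error 0.168, adjusted p = 0.00285) and from 36.0 ± 3.27 to 123.8 ± 22.9 with LPS (log2 fold change 1.78, standard error 0.168, adjusted p = 0.0117). Cck rose by log2 fold changes of 2.17 and 2.55, Gm8221 by 1.80 and 1.61, Serpinb2 by 1.71 and 1.31, and Il1r2 by 1.10 and 1.40. Of the genes in Supplementary Table S3, 8 of 18 passed the threshold, and of those in Supplementary Table S4, 13 of 21. A second count followed the legend of Fig. 5d, which shows genes that changed in each of the 3 groups of cells. It took the genes whose FPKM ratio of ABX464 to DMSO was at least 2-fold in the same direction in each culture set, with an FPKM of at least 0.5 in at least 3 of the 6 libraries. This gave 13 genes up and 10 down in un-stimulated BMDMs, and 22 up and 12 down in LPS-stimulated BMDMs. Of the genes in Supplementary Tables S3 and S4, 12 of 18 and 18 of 21 changed in each set by this rule. The RIKEN cDNA gene of Supplementary Table S4 (Entrez gene 100039060) shares its reads with near-identical copies, and its log2 ratio was -6.73, -7.06 and 5.70 in the 3 sets. Rn7s1 and Rn7s2 of Supplementary Table S3 had log2 ratios of -3.16, 6.42 and -1.40 in the 3 sets.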

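The effect of LPS was compared between BMDMs treated with DMSO and BMDMs treated with ABX464 over the 1215 genes changed by LPS at 12 h with DMSO. With ABX464, 1209 of these genes changed in the same direction. The log2 fold changes by LPS with and without ABX464 had a Pearson's r of 0.944 and a Spearman's rho of 0.941 across genes, which are not independent replicates and which were chosen for their change with DMSO. The median absolute log2 fold change by LPS was 2.19 with DMSO and 2.05 with ABX464. By comparison, the median absolute log2 fold change of these genes between ABX464 and DMSO in LPS-stimulated BMDMs was 0.23, and 6 of them passed the threshold for ABX464. The difference between the effects of ABX464 in LPS-stimulated and un-stimulated BMDMs was tested as an interaction. It had an adjusted p under 0.05 for 0 of the 13340 genes, with or without the culture set as a block, and the smallest adjusted p was 0.233 (edgeR's quasi-likelihood test). An unadjusted p under 0.05 was found for 574 genes, a share below the 0.05 that no change would give. DESeq2 gave 4 genes. Of 9 gene lists tested for the interaction with limma's camera and its preset correlation, 3 had an adjusted p under 0.05 over 36 tests, namely proliferation genes (5.81e-08, 0 up and 6 down), cytokine and chemokine genes (0.00664, 20 up and 33 down) and NRF2 target genes (0.0216, 5 up and 1 down). With the correlation estimated from the data and the genes of Supplementary Tables S3 to S5 left out, the adjusted p was 0.0892 for proliferation genes and 0.22 for NRF2 target genes over 12 tests. The cytokine and chemokine list, which holds Il22 of Supplementary Table S4, was not tested in this way.

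**Figure D1:**
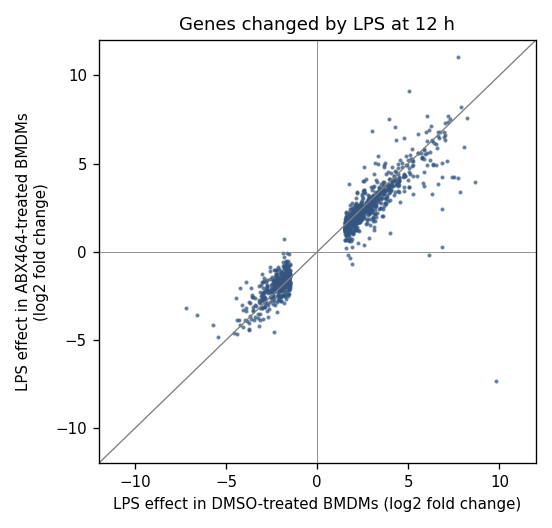
Log2 fold change by LPS at 12 h in DMSO-treated BMDMs (x axis) and in ABX464-treated BMDMs (y axis) for the 1215 genes changed by LPS with DMSO, 1 point per gene, with the line of equal change. The points of 1209 genes lie on the same side of 0 on both axes, and the point far below the others is Gm14430, whose reads are shared with near-identical copies.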

The reduced number of differentially expressed genes revealed by this analysis shows that ABX464 had little effect on the global transcription changes induced by LPS. 

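Il22, the gene of IL-22, lies on chromosome 10 of the mouse assembly NCBIM37 from 117641998 to 117647098 on the plus strand and has 5 exons (Entrez gene 50929 in the deposited files). Its near-identical copy Iltifb lies 79.6 kb away, from 117726685 to 117732094 on the minus strand, and 41.2% of the 50-base stretches of the Il22 transcript also occur in that of Iltifb, so that the assignment of reads between the 2 genes is uncertain. At 12 h the expected counts of Il22 in LPS-stimulated BMDMs were 41, 35.1 and 43.4 with ABX464 and 0, 5 and 2 with DMSO in culture sets 1, 2 and 3. In un-stimulated BMDMs they were 5, 3 and 7 with ABX464 and 0, 2 and 2 with DMSO. The summed counts of both genes gave a log2 fold change by ABX464 with LPS of 3.57 (adjusted p = 0.0218, edgeR's quasi-likelihood test). For Il22 alone, expression rose from 0.131 ± 0.141 to 2.16 ± 0.304 normalized CPM with ABX464 and LPS (SD, n = 3 culture sets), a log2 fold change of 4.06 (standard error 0.664, adjusted p = 0.0467, edgeR's quasi-likelihood test). Without the culture set as a block, the log2 fold change was 4.02 and the adjusted p 0.0174. Each ABX464 library was higher than each DMSO library (exact two-sided permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). Within the sets, the log2 ratio of the FPKM values, with values under 0.01 set to 0.01, was 7.58, 2.70 and 4.32. With each set left out in turn, the log2 fold change stayed between 3.42 and 5.33, but the adjusted p rose above 0.05 in each case. In un-stimulated BMDMs, the log2 fold change by ABX464 was 1.87 (standard error 0.923, adjusted p = 0.597), a difference that did not pass the test at these low counts. Of the 53 cytokine and chemokine genes that could be tested, Il22 was the only one with an adjusted p under 0.05 for ABX464 in LPS-stimulated BMDMs. The log2 fold changes of the other 52 genes lay between -0.83 and 0.87, with 21 up and 31 down, and their lowest adjusted p was 0.25.

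**Figure D2:**
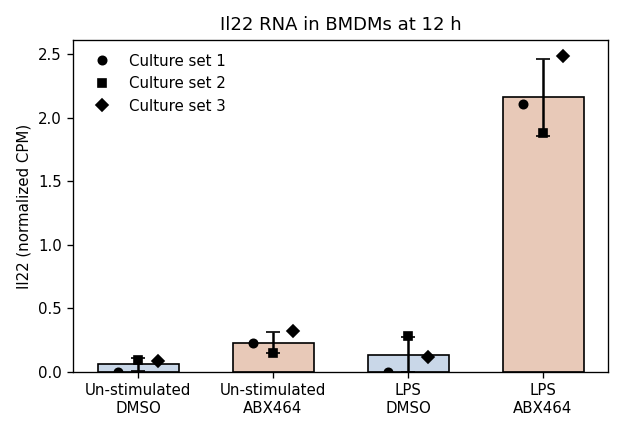
Normalized CPM of Il22 at 12 h in un-stimulated and LPS-stimulated BMDMs treated with DMSO or ABX464. Bars show the mean of 3 culture sets, error bars the SD (the lower part ends at 0), and points the single libraries, and the 3 LPS-stimulated ABX464 libraries lie between 1.88 and 2.49, above all others.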

Interestingly, the only cytokine identified to be up-regulated by ABX464 in LPS-stimulated BMDMs was IL-22 (Fig. 5d, Supplemental Table S4), a key cytokine in intestinal inflammation recovery^25^. The qPCR analysis confirmed the induction of IL-22 via ABX464, and IL-10 was also up-regulated (Fig. 5e). In fact, the RNA-seq analysis detected increased IL-10 expression in only two of the three sample sets and was therefore not initially identified because of the stringency applied. 

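Il10 lies on chromosome 1 of NCBIM37 from 132916422 to 132921551. In LPS-stimulated BMDMs at 12 h its FPKM was 1.82 with ABX464 and 1.02 with DMSO in culture set 1, 1.92 and 1.26 in set 2, and 1.75 and 1.34 in set 3. The log2 ratios of these values were 0.84, 0.61 and 0.39, so that expression was higher with ABX464 in 3 of 3 sets, by less than 2-fold in each. Over the sets, Il10 rose from 1.69 ± 0.287 to 2.63 ± 0.191 normalized CPM (SD, n = 3), a log2 fold change of 0.65 (standard error 0.378, adjusted p = 0.773, edgeR's quasi-likelihood test). The log2 fold change was 0.63 without the culture set as a block, and between 0.56 and 0.74 when each set was left out in turn. Each ABX464 library was higher than each DMSO library (exact two-sided permutation test, p = 0.1, the smallest possible with 3 against 3). These values rest on 46 to 52 counts per library with ABX464 and 27 to 34 with DMSO. The log2 fold change by LPS was 6.34 with DMSO (standard error 0.746, adjusted p = 5.95e-05). The paper gives the stringency applied as the reason that Il10 was not identified at first, and reports qPCR of Il10 and Il22 in Fig. 5e, which was not analysed here.

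**Figure D3:**
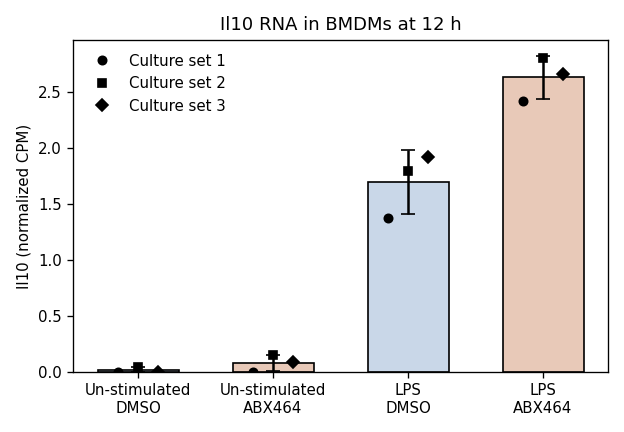
Normalized CPM of Il10 at 12 h in un-stimulated and LPS-stimulated BMDMs treated with DMSO or ABX464, with the mean of 3 culture sets as bars, the SD as error bars (the lower part ends at 0) and single libraries as points. The LPS-stimulated ABX464 libraries lie between 2.42 and 2.80 and the LPS-stimulated DMSO libraries between 1.37 and 1.92.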

The unaltered production of TNFα, IL-6 and MCP-1 and the up-regulation of IL-22 and IL-10 in LPS-stimulated BMDMs treated with ABX464 was finally confirmed using qPCR arrays to monitor cytokine and chemokine expression (Supplementary Fig. S1). Importantly, ABX464 did not induce IL-22 or IL-10 production in un-stimulated BMDMs (Supplementary Fig. S1).

IL-22 is a cytokine that regulates tissue repair and recovery^26–28^; it was also recently shown to ameliorate intestinal inflammation in a mouse model of ulcerative colitis^25^. Besides, IL-22 can also induce the enhanced expression of IL10^29^. Notably, our immunohistological analysis of DSS-treated mice confirmed that the IL-22 expression in the colon was significantly up-regulated by ABX464 prior to the recovery phase (i.e., after the termination of DSS, Fig. 6a). Immunofluorescence (IF) analysis revealed that a subpopulation of IL-22 positive cells expresses galactin-3 (Mac-2) a marker of macrophages (Fig. 6b), which, however, was reported to be expressed by other inflammatory immune cells such as dendritic cells^30–32^. This result prompted us to determine whether IL-22 mediated the protective effect of ABX464 in this colitis model. To this end, an inhibitory anti-IL-22 antibody was administered during the recovery phase (Fig. 6c). We found that treatment with the anti-IL-22 antibody significantly reduced the protective effect of ABX464 from DSS-induced acute colitis as judged by body weight loss (Fig. 6d).

**Figure 6:**
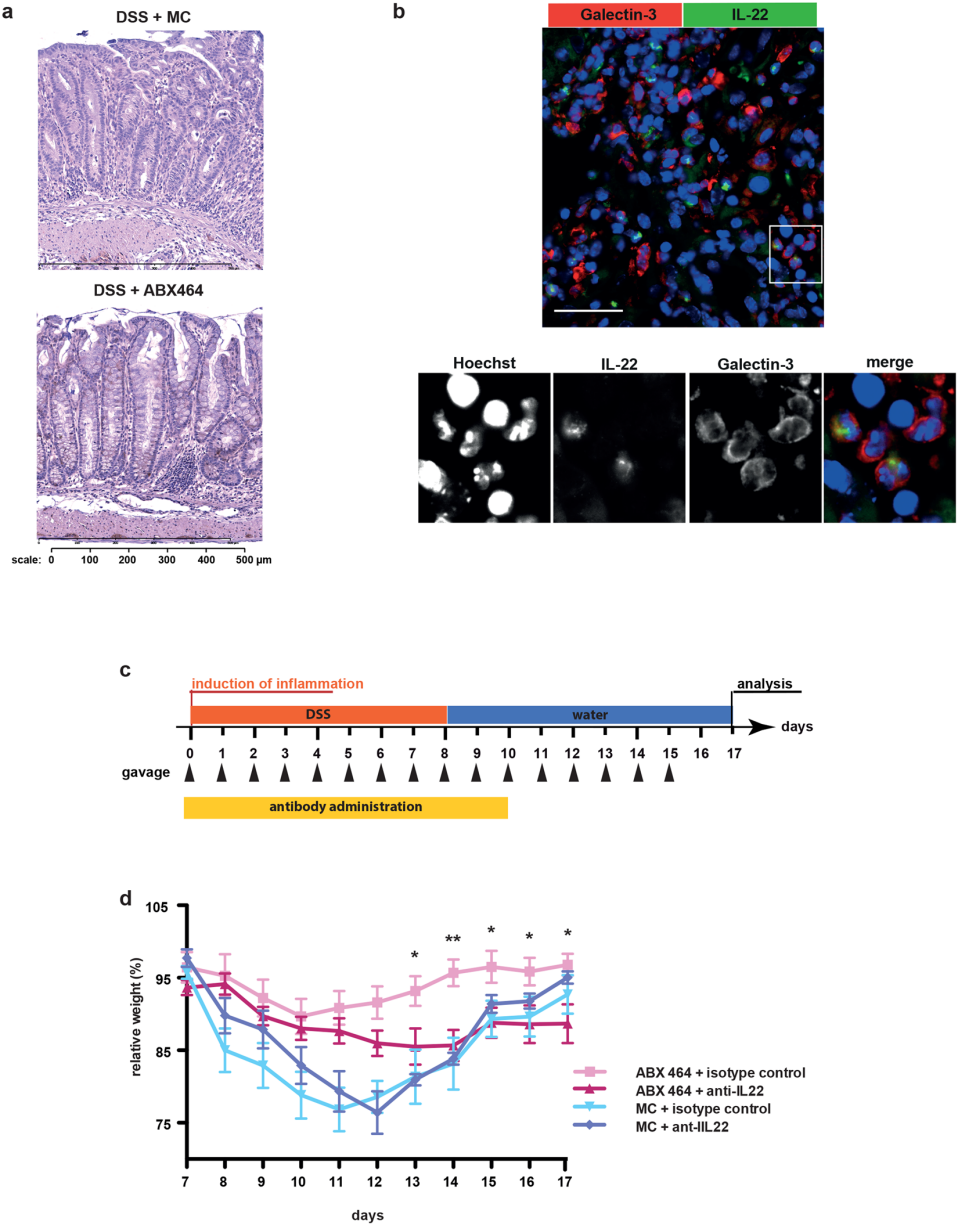
The colitis dampening effect of ABX464 is partially mediated by IL-22 **(a)** Elevated protein levels of IL-22 are detectable on paraffin sections of colons taken from ABX464 treated mice. Colons were isolated at day 11 from mice exposed to DSS-exposure according to the protocol shown in Fig. 1a. (**b**) Confocal images of paraffin-sections from a colon of an ABX464-treated mouse as described in Fig. 6a. Section was stained for galactin-3 to identify macrophages (red) and IL-22 (green). Nuclei were stained with Hoechst (blue). The selected images shown are representative. Scale bars represent 100 µm the panel show 4x blow-ups. The cells shown in the blow up are located in the lamina propria between perturbed crypts. (**c**) C57BL/6 mice (n = 7 each cohort) were subjected to the DSS colitis protocol shown. received orally once a day ABX464 in methylcellulose or methylcellulose (MC) only through gavage. ABX464 and MC-treated were divided into two groups receiving daily 100 µg of either antagonistic anti-IL-22 antibody or isotype control. **(d)** Weight development in ABX464 and methycellulose (MC) only treated mice during DSS-induced colitis in the presence of either control or anti-IL-22 antibody.

## Discussion

Taken together, this study revealed the capacity of the anti-HIV drug candidate ABX464 to dampen intestinal inflammation in mice exposed to DSS at least partially by triggering the secretion of IL-22; macrophages are an important source of this cytokine. Through its anti-inflammatory effect, ABX464 might be able to modulate inflammatory ulcerative colitis (UC) disease in patients. While DSS-induced colitis can be used as a relevant model for the translation of mice data to human disease^14, 33^ further studies are needed to determine whether the protective effects of ABX464 against colonic inflammation is confined to DSS or can be generalized to other models of intestinal injury using either administration of other chemicals like trinitrobenzene sulfonic acid (TNBS), oxazolone, acetic acid and sulfhydryl inhibitors or bacterial infection^14, 33, 34^. These models could provide additional valuable insights toward the treatment of UC patients with ABX464.

The administration of DSS in drinking water is expected to induce disruption of colonic epithelial barrier with subsequent exposure of innate immune cells to commensal bacteria which then triggers an innate immune response. Thus, intestinal microbiota may play an important modifying role in the susceptibility and responsiveness of DSS-induced injury in mice to ABX464. No significant differences were observed in the efficacy of ABX464 to ameliorate DSS-induced inflammation when experiments are conducted in two different experimental facilities, knowing that this could be a source of variation in the gut microbiome^33, 34^. A more rigorous analysis of gut microbiota under different setting is required to precisely determine whether alteration in microbiota will have an impact on ABX464 activity.

Exposure of mice to DSS is accompanied by a robust Th1-type immune response to eliminate infiltrating pathogens and promote tissue healing^35^. Mucosal macrophages may prime the local inflammatory response through both phagocytosis of DSS, activation by bacteria products^36, 37^ and secretion of pro inflammatory cytokines like TNFα, IL6 and the chemokine MCP1^38^. Selective depletion of macrophages by targeting the CSF1R leads to enhanced susceptibility to DSS-induced colitis^39, 40^, implying that macrophages play a key role in the repair of the injured colonic tissue. Our work highlights a novel mechanism by which a drug or drug candidate (ABX464) can engage macrophages into the repair process. Both *ex vivo* and *in vivo* ABX464 promote expression of IL-22 in macrophages under stimulation by LPS or by translocated pathogens in the gut. IL-22 is known to fulfill two functions 1) protection against bacterial pathogens by enhancing phagocytosis 2) stimulation of proliferation, differentiation, and migration of intestinal epithelial cells, which aids in wound repair and restitution of the barrier^25, 26^. This is to our knowledge the first report where IL-22 is shown to be produced by macrophages, while it is known to be produced by natural killer (NK) cells, Th17/Th22 CD4^+^ T cells, and innate lymphoid cells (ILCs)^18^. In agreement with other studies by Zindl *et al*.^41^ we confirmed that another important source of IL-22 are neutrophils Gr-1 + cells (data not shown). Macrophages and neutrophils are the major innate immune cells that are accumulating in the colon following the induction of intestinal injury by DSS to play an active role in resolution of inflammation^36, 42^, it remains to be determined how the production of IL-22 by those cells does improve tissue repair to mediate the beneficial effect of ABX464. Furthermore, it will be interesting to address, whether the decreased number of F4/80 + cells in ABX464 treated mice is due to an altered proliferation of resident macrophages or due to an increased inflow of (Ly6C+) myeloid cells as previously described^43–45^.

## Methods

### Animal experimentation

Mouse experiments were performed in strict accordance with the guidelines of the European Community (86/609/EEC) and the French National Committee (87/848) for the care and use of laboratory animals. The study plan was approved by the Institutional Review Board at the Animal Facility of the Institute de Génétique Moléculaire de Montpellier (IGMM) and the Regional Ethics Committee for Animal Experimentation of Languedoc-Roussillon (agreement n° CEEA-LR-12087).

The DSS experiments described in Fig. 1 were performed at Amylgen (*In vivo* drug discovery, Montferrier sur Lez, France), whereas those described in Figs 2, 3 and 6 were done at the animal facility of IGMM. For DSS-induced colitis, age- and sex-matched C57BL6 mice received one cycle of 2.5% (w/v) DSS administered via drinking water. Mice received 40 mg/kg ABX464 suspended in MC or MC only via gavage when indicated. For antagonizing IL-22 *in vivo*, mice received either blocking IL-22 antibody (Ebioscience; clone IL-22JOP) or isotype control (Ebioscience; clone eBR2a).

### Histology, immunohistochemistry and immunofluorescence microscopy

Mouse colons were fixed in formalin solution for 16 h. A histological examination was performed on paraffin-embedded sections counterstained with hematoxylin and eosin. Lesion size was determined using NDP viewer software. Immunohistochemistry was performed on paraffin-embedded tissues cut into 4-μm sections. After blocking with 10% goat serum, samples were incubated with primary antibody overnight at 4 °C using F4/80 (clone BM8, Hycult biotech) or galactin-3 (clone M3/38, ebioscience) for the detection of macrophages or anti-IL-22 (Abcam ab18564). Secondary antibodies were either HRP-coupled anti-rat or anti-rabbit IgGs, visualized with 3,3’-diaminobenzidine (DAB). Histologic grading of DSS-induced lesions was determined with blinded genotype by a pathologist. Scoring included crypt distorsion and loss, immune cell infiltration thickening of muscularis mucose and serosa as well as loss of goblet cells (Supplementary Table 1).

For immunofluorescence analysis primary antibodies were incubated with fluorescent-labeled secondary anti-mouse/rabbit antibodies (Vector Laboratories). DNA was stained with 20 µg/ml 4’,6’-diamidino-2-phenylindole (DAPI).

Fluorescent images were acquired on a brightfield microscope (Leica) using Metamorph software, or inverted Confocal SP5 (Leica) using the Leica LAS AF software. Images were processed with ImageJ. Fluorescent secondary antibodies were labeled with Alexa 488 and 647 fluorophores. Images were assembled and adjusted with Adobe Photoshop/ Illustrator.

### Statistical analyses

Mann-Whitney *U* tests followed by Bonferroni post hoc tests and area under the curve (AUC) analyses were performed using GraphPad Prism V.4.00 (GraphPad Software, San Diego, California, USA). Data are shown as the mean ± SEM. A value of p < 0.05 was considered significant; p < 0.01 was considered very significant; and p < 0.0001 was considered extremely significant.

### Cell and tissue culture and cytokine measurement

Cell isolates from the femurs of C57BL6 mice were cultured for 9 days in the presence of GM-CSF (50 ng/ml; Peprotech). Cell cultures were treated for the last 3 days with either ABX464 (5 µM) suspended in DMSO or DMSO alone. After additional stimulation for 6 h with LPS (4 µg/ml; Invivogen), the supernatants were analyzed for cytokine production using a cytometric bead array technology (CBA; Becton Dickinson). The detection limits were 5 pg/ml for IL-6, 52.7 pg/ml for MCP-1, 17.5 pg/ml for IL-10, 7.3 pg/ml for TNFα, and 10.7 pg/ml for IL12p70. Gene profiling of cell aliquots was performed using qPCR, RT2 profiler PCR array and RNAseq (BGI, Hong Kong; see below). In some experiments, the colons from DSS-treated mice were isolated, washed with PBS and taken in culture in DMEM (10% FCS) for 24 h before cytokine measurement via CBA.

### qPCR analysis

The transcript levels of ABX464-treated and untreated cells and tissues were first determined using pooled RNA samples with a RT2 profiler PCR array for cytokines and chemokines (Qiagen). Differentially expressed transcripts were then validated using qPCR in single samples. qPCR was performed using SYBR Green (Roche) with the primers listed in Supplemental Table S5. Briefly, 1 μg of RNA was used to generate 20 μl of complementary DNA. Next, the complementary DNA samples were diluted and then subjected to 45 cycles of PCR at 95 °C for 4 s, 65 °C for 10 s and 72 °C for 15 s. The internal controls used were β-glucuronidase (GUS), hypoxanthine guanine phosphoribosyl transferase 1 (HPRT 1) and TFIID TATA box binding protein (TBP). The reactions were performed using a LightCycler 480 (Roche) machine. The data are shown as relative units where control bands were given a value of 1, and experimental values represented the fold change over the control following normalization with the three housekeeping genes. All of the experiments were performed in duplicate at least three times. The list of primers used in qRT-PCR are indicated in Supplemental Table S6.

### RNAseq analysis

The methods and results of the RNAseq analysis are submitted to Scientific Data (Manchon *et al*. unpublished results). The raw data GSE97062 are accessible from Gene Expression Omnibus repository, upon request.

### Data availability

The datasets generated during and/or analysed during the current study are available from the corresponding author on reasonable request. All data generated or analysed during this study are included in this published article (and its Supplementary Information files). All materials, data and associated protocols are promptly available to others without preconditions.

## Electronic supplementary material

Supplemental information Chebli et al

# Supplementary material for: The Anti-Hiv Candidate Abx464 Dampens Intestinal Inflammation by Triggering Il-22 Production in Activated Macrophages
**Source:** Sci Rep. 2017 Jul 7;7:4860. doi: 10.1038/s41598-017-04071-3
**Supplement:** Supplementary file 1 — Supplemental information Chebli et al

## Supplemental information

### THE ANTI-HIV CANDIDATE ABX464 DAMPENS INTESTINAL INFLAMMATION BY TRIGGERING IL22 PRODUCTION IN ACTIVATED MACROPHAGES

Karim Chebli<sup>1 3</sup>, Laura Papon<sup>1 3</sup>, Conception Paul<sup>1</sup>, Aude Garcel<sup>2</sup>, Noëlie Campos<sup>2</sup>, Didier Scherrer<sup>2</sup>, Hartmut Ehrlich<sup>2</sup>, Michael Hahne<sup>1\*</sup> and Jamal Tazi<sup>1\*</sup>

- 1) IGMM, CNRS, Univ. Montpellier, Montpellier, France  
1919 route de Mende, 34293 Montpellier Cedex 5, France
- 2) ABIVAX, 1919 route de Mende, 34293 Montpellier Cedex 5, France
- 3) These authors contributed equally to this work

\* These authors share senior and corresponding authorship:

Prof. Jamal Tazi, PhD; Dr. Michael Hahne, PhD

Institut de Génétique Moléculaire de Montpellier  
1919 route de Mende  
34293 Montpellier Cedex 5  
France

| Group 2<br>Mouse N° | crypt<br>distortion | immune<br>cell<br>infiltration | thickening<br>of<br>muscularis<br>mucose | loss of<br>goblet<br>cells | crypt<br>absesses | crypt loss | thickening<br>of serosa | total<br>score<br>/mouse |
|---------------------|---------------------|--------------------------------|------------------------------------------|----------------------------|-------------------|------------|-------------------------|--------------------------|
| 1                   | 2                   | 3                              | 2                                        | 0                          | 0                 | 3          | 3                       | 13                       |
| 2                   | 2                   | 3                              | 3                                        | 1                          | 1                 | 3          | 3                       | 16                       |
| 3                   | 2                   | 3                              | 3                                        | 1                          | 1                 | 3          | 2                       | 15                       |
| 4                   | 2                   | 3                              | 3                                        | 0                          | 0                 | 3          | 3                       | 14                       |
| 5                   | 2                   | 3                              | 2                                        | 1                          | 1                 | 2          | 4                       | 15                       |
| 6                   | 2                   | 3                              | 3                                        | 1                          | 2                 | 3          | 3                       | 17                       |
| 7                   | 2                   | 3                              | 3                                        | 0                          | 1                 | 3          | 2                       | 14                       |

| Group 1<br>Mouse N° | crypt<br>distortion | immune<br>cell<br>infiltration | thickening<br>of<br>muscularis<br>mucose | loss of<br>goblet<br>cells | crypt<br>absesses | crypt loss | thickening<br>of serosa | total<br>score<br>/mouse |
|---------------------|---------------------|--------------------------------|------------------------------------------|----------------------------|-------------------|------------|-------------------------|--------------------------|
| 1                   | 1                   | 3                              | 2                                        | 0                          | 0                 | 0          | 1                       | 7                        |
| 2                   | 1                   | 3                              | 2                                        | 1                          | 0                 | 0          | 1                       | 8                        |
| 3                   | 1                   | 2                              | 2                                        | 0                          | 0                 | 0          | 1                       | 6                        |
| 4                   | 2                   | 3                              | 2                                        | 1                          | 0                 | 2          | 1                       | 11                       |
| 5                   | 2                   | 2                              | 2                                        | 1                          | 1                 | 1          | 1                       | 10                       |
| 6                   | 2                   | 2                              | 2                                        | 1                          | 1                 | 1          | 1                       | 10                       |
| 7                   | 1                   | 2                              | 2                                        | 0                          | 1                 | 0          | 1                       | 7                        |

Supplementary table 1: Histological scoring of the colon taken from mice exposed to the protocol described in Figure 2A. The scoring for each parameter was performed by a pathologist from the histology platform RHEM in Montpellier. Values were from 0 to 3, with 0 being lowest and 3 highest level of alteration. The resulting values for total score are shown in Figure 2D.

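Supplementary Table S2 lists 439 genes by symbol and Entrez gene identifier, all of them up-regulated, each with the log2 ratio of LPS-stimulated to un-stimulated BMDMs, a p-value and a false discovery rate of at most 0.000477. All 439 identifiers occur in the deposited expression files. The printed log2 ratio equals the ratio of the FPKM values of culture set 1 at 12 h for 438 of the genes, and that of set 2 or of set 3 for 1 gene each. In the 3 culture sets, 391 of the 439 genes rose in each set, and 367 rose by at least 2-fold in each. Of the 435 that were tested over the 3 sets, 373 passed the adjusted p under 0.05 and the log2 fold change of at least 1.5. The symbol printed beside an identifier is the reference symbol of that identifier for 185 genes and another name for 254, among them 216 for which it is the symbol of a different gene, so the table is read here by its identifiers. The genes printed in red are those the authors assign to inflammation and immune response.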

Supplemental Table S2 : Up and down regulated genes in LPS-stimulated BMDMs. In Red are genes involved in inflammation and immune response

|        |       |         |                  |    |             |                      |
|--------|-------|---------|------------------|----|-------------|----------------------|
| H2-Q4  | 15015 | 1793.00 | 1.5141373836666  | Up | 0           | 0                    |
| Tnfrp3 | 21926 | 1653.00 | 1.51355826245312 | Up | 0           | 0                    |
| Il12a  | 16156 | 1870.55 | 1.51019473231918 | Up | 2.65988e-06 | 7.32233069608957e-06 |

Supplemental Table S3: Up and down regulated genes in non-stimulated BMDMs treated with ABX464

| Symbol   | Gene ID   | Gene Length | log2 Ratio (NS-ABX464/NS) | Up and Down-Regulation (NS-ABX464/NS) | P-value       | FDR                   |
|----------|-----------|-------------|---------------------------|---------------------------------------|---------------|-----------------------|
| Cyp1a1   | 13076     | 2637.00     | 6.59991284218713          | Up                                    | 5.7617e-16    | 9.4190291015625e-15   |
| Mpzl2    | 14012     | 3216.00     | 2.22571277962806          | Up                                    | 1.019862e-12  | 1.29631661958998e-11  |
| Cyp1b1   | 13078     | 5128.00     | 1.66190264519218          | Up                                    | 4.25344e-155  | 1.29459246545455e-152 |
| Serpinb2 | 18788     | 1991.44     | 1.63788917287641          | Up                                    | 0             | 0                     |
| Mefv     | 54483     | 3139.86     | 1.55254102302878          | Up                                    | 1.83494e-15   | 2.87073790654206e-14  |
| Cck      | 12424     | 708.78      | 1.54919962224722          | Up                                    | 1.411874e-160 | 4.45939070943396e-158 |
| Gm7367   | 664849    | 1401.00     | 1.45124531877809          | Up                                    | 4.54926e-14   | 6.40492955424727e-13  |
| Gm8221   | 666661    | 8431.00     | 1.44745897697122          | Up                                    | 7.7881e-05    | 0.000389172519402985  |
| Tiparp   | 99929     | 4154.00     | 1.21810007149909          | Up                                    | 2.45064e-112  | 4.60940602247191e-110 |
| Hic1     | 15248     | 3506.43     | 1.20163386116965          | Up                                    | 2.35592e-09   | 2.17529513513514e-08  |
| Asb2     | 65256     | 2707.00     | 1.17293375131465          | Up                                    | 5.02582e-30   | 1.752754725e-28       |
| Sptbn2   | 20743     | 8254.00     | 1.14295795384204          | Up                                    | 2.5075e-05    | 0.000136240019474197  |
| Ctla2b   | 13025     | 1005.25     | 1.09405013446718          | Up                                    | 4.36764e-11   | 4.81648837944664e-10  |
| Apol7c   | 108956    | 2044.00     | 1.01841763362973          | Up                                    | 1.666358e-16  | 2.79227556756757e-15  |
| Rn7s2    | 103949    | 299.00      | -3.16394402439158         | Down                                  | 4.52462e-18   | 8.39713290465632e-17  |
| Rn7s1    | 103948    | 299.00      | -3.16394402439158         | Down                                  | 4.52462e-18   | 8.38783375415282e-17  |
| Atp6-ps2 | 100039636 | 1133.00     | -3.02974734339405         | Down                                  | 2.51252e-34   | 1.0233475620438e-32   |
| Pla2g4b  | 211429    | 3859.00     | -2.93073733756289         | Down                                  | 1.576718e-09  | 1.48951802031603e-08  |
|          |           |             |                           |                                       |               |                       |

Supplemental Table S4: Up and down regulated genes in LPS-stimulated BMDMs treated with ABX464

| Symbol        | Gene ID   | Gene Length (kbp) | log2 Ratio (LPS-ABX/LPS) | Up-Down-Regulation (LPS-ABX/LPS) | P-value      | FDR                   |
|---------------|-----------|-------------------|--------------------------|----------------------------------|--------------|-----------------------|
| Il22          | 50929     | 1088.00           | 7.57742882803575         | Up                               | 2.87184e-13  | 5.02691163485477e-12  |
| Rtn4rl2       | 269295    | 1263.00           | 3.15919859484925         | Up                               | 8.91886e-38  | 4.70302636375e-36     |
| Mpzi2         | 14012     | 3216.00           | 3.10080064078749         | Up                               | 2.05616e-20  | 5.6051120904685e-19   |
| Cck           | 12424     | 708.51            | 2.54740573462801         | Up                               | 4.73742e-161 | 1.6654005225e-158     |
| Hic1          | 15248     | 3444.08           | 2.09686153925259         | Up                               | 4.62354e-13  | 7.94476720570265e-12  |
| Asb2          | 65256     | 2707.00           | 2.05658352836637         | Up                               | 2.79168e-20  | 7.5370893312e-19      |
| Il12rb1       | 16161     | 2873.00           | 2.01526675665331         | Up                               | 2.7193e-13   | 4.77476255983351e-12  |
| Cyp1b1        | 13078     | 5128.00           | 1.98069769922713         | Up                               | 3.42816e-300 | 2.41028216e-297       |
| Rgs9          | 19739     | 6163.67           | 1.93586966258028         | Up                               | 1.873932e-10 | 2.59611893004926e-09  |
| Tnfrsf13c     | 72049     | 1906.00           | 1.74474294475793         | Up                               | 1.189976e-05 | 8.79529348401226e-05  |
| Ifitm1        | 68713     | 698.46            | 1.67324632049559         | Up                               | 1.44787e-118 | 3.09257701012658e-116 |
| Ido2          | 209176    | 3014.00           | 1.65711228647699         | Up                               | 8.54564e-12  | 1.343887505685e-10    |
| Gm8221        | 666661    | 8431.00           | 1.53726575868986         | Up                               | 1.027648e-16 | 2.26970318743455e-15  |
| Naip7         | 53880     | 4841.00           | 1.53343220008107         | Up                               | 3.4085e-05   | 0.000231169730707396  |
| Nqo1          | 18104     | 1552.00           | 1.4192599032045          | Up                               | 6.23092e-158 | 2.14572538938775e-155 |
| Dnah2         | 327954    | 13704.00          | 1.25831199559139         | Up                               | 4.77998e-20  | 1.27420825466035e-18  |
| Amica1        | 270152    | 2472.00           | 1.17512611315022         | Up                               | 8.95934e-59  | 8.0844868e-57         |
| 0610010B08Rik | 100039060 | 4539.00           | -6.7279204545632         | Down                             | 4.65744e-30  | 1.88013498947368e-28  |
| Gm14430       | 627914    | 4538.00           | -5.08746284125034        | Down                             | 3.32796e-10  | 4.49967925e-09        |
| Ckap2         | 80986     | 2601.00           | -1.20645087746743        | Down                             | 2.3192e-05   | 0.000162046297308489  |
| Rnase2a       | 93726     | 722.00            | -1.11263743005075        | Down                             | 1.185492e-10 | 1.66978230450751e-09  |

Supplemental Tale S5 : Up and down regulated genes in common between LPS-stimulated and non-stimulated BMDMs treated with ABX464

| Symbol | Gene ID | Gene Length | log2 Ratio (NS-ABX464/NS) | Up and Down-Regulation (NS-ABX464/NS) | P-value      | FDR                  |
|--------|---------|-------------|---------------------------|---------------------------------------|--------------|----------------------|
| Mpzl2  | 14012   | 3216.00     | 3.10080064078749          | Up                                    | 2.05616e-20  | 5.6051120904685e-19  |
| Cyp1b1 | 13078   | 5128.00     | 1.98069769922713          | Up                                    | 3.42816e-300 | 2.41028216e-297      |
| Cck    | 12424   | 708.51      | 2.54740573462801          | Up                                    | 4.73742e-161 | 1.6654005225e-158    |
| Gm8221 | 666661  | 8431.00     | 1.53726575868986          | Up                                    | 1.027648e-16 | 2.26970318743455e-15 |
| Hic1   | 15248   | 3444.08     | 2.09686153925259          | Up                                    | 4.62354e-13  | 7.94476720570265e-12 |
| Asb2   | 65256   | 2707.00     | 2.05658352836637          | Up                                    | 2.79168e-20  | 7.5370893312e-19     |

| Gene designation | Forward (5' ->3')       | Reverse (5' ->3')       |
|------------------|-------------------------|-------------------------|
| <i>Gus</i>       | GATTCAGATATCCGAGGGAAAGG | GCCAACGGAGCAGGTTGA      |
| <i>hprt</i>      | GCAGTACAGCCCCAAAATGG    | GGTCCTTTTCACCAGCAAGCT   |
| <i>Tbp</i>       | ACTTCGTGCAAGAAATGCTGAAT | CAGTTGTCCGTGGCTCTCTTATT |
| <i>Il 22</i>     | AGCTTGAGGTGTCCAACCTTC   | CCGGACATCTGTGTTGTTATCT  |
| <i>Il 10</i>     | ACAGCCGGGAAGACAATAAC    | CAGCTGGTCCTTTGTTTGAAAG  |

Supplemental Table S6. List of primers used in qRT-PCR studies

Supp Figure S1

A

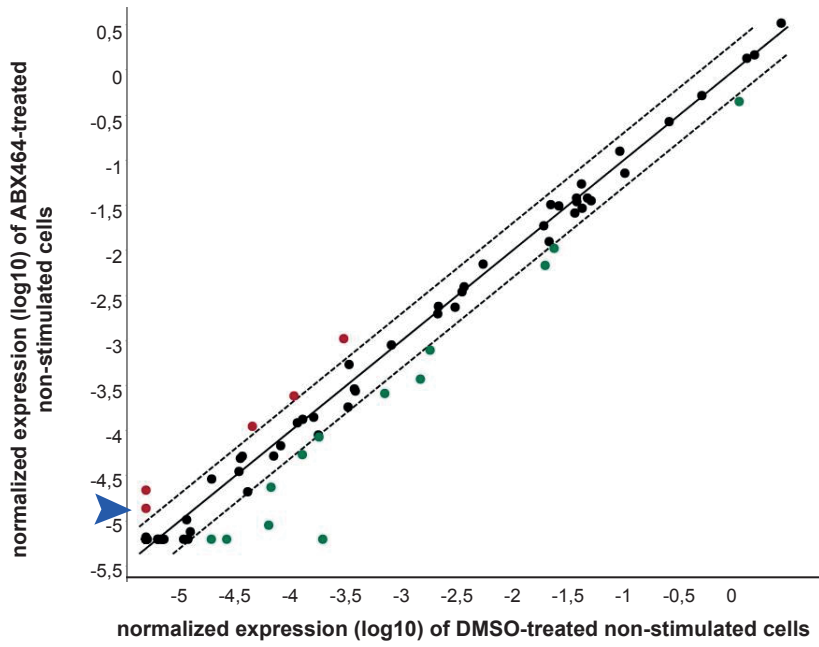

B

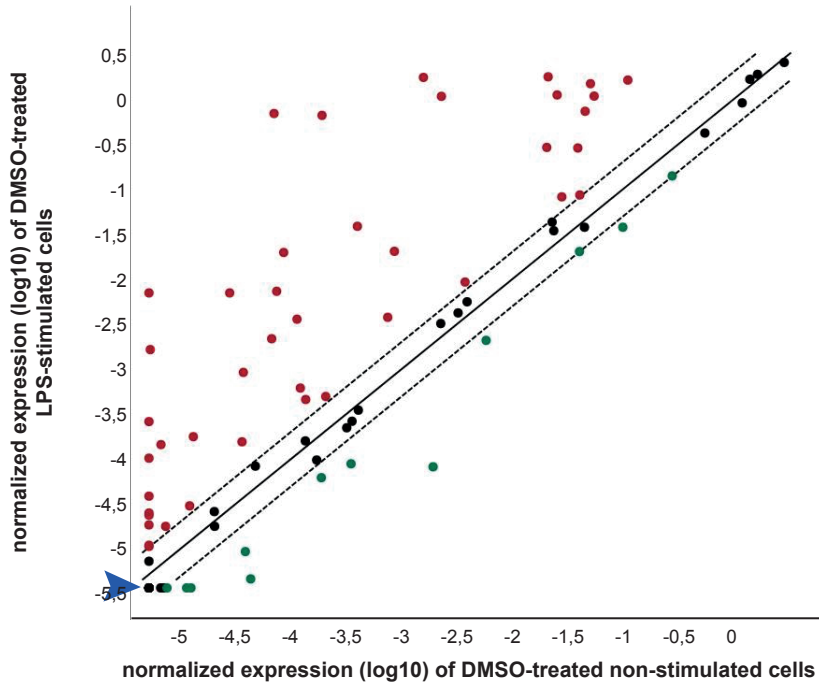

C

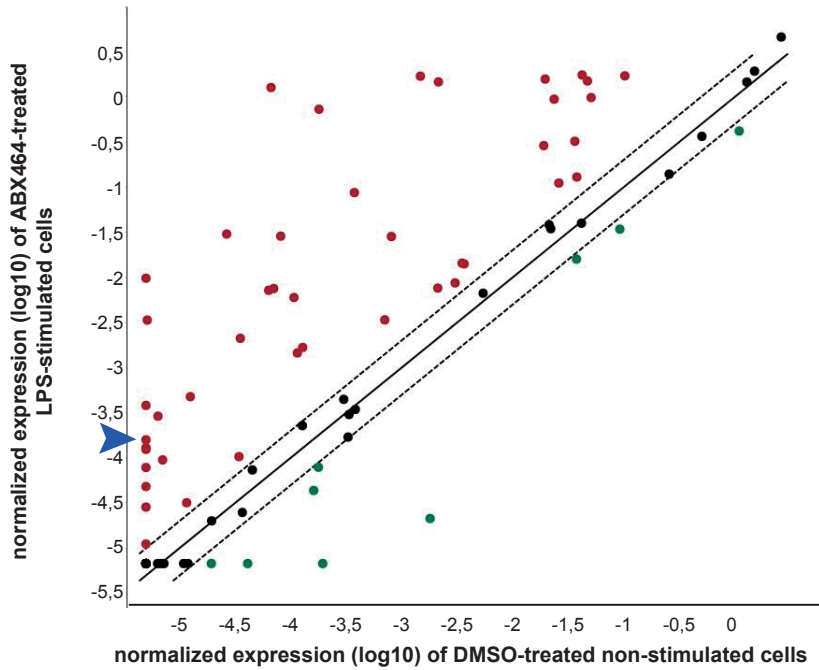

D

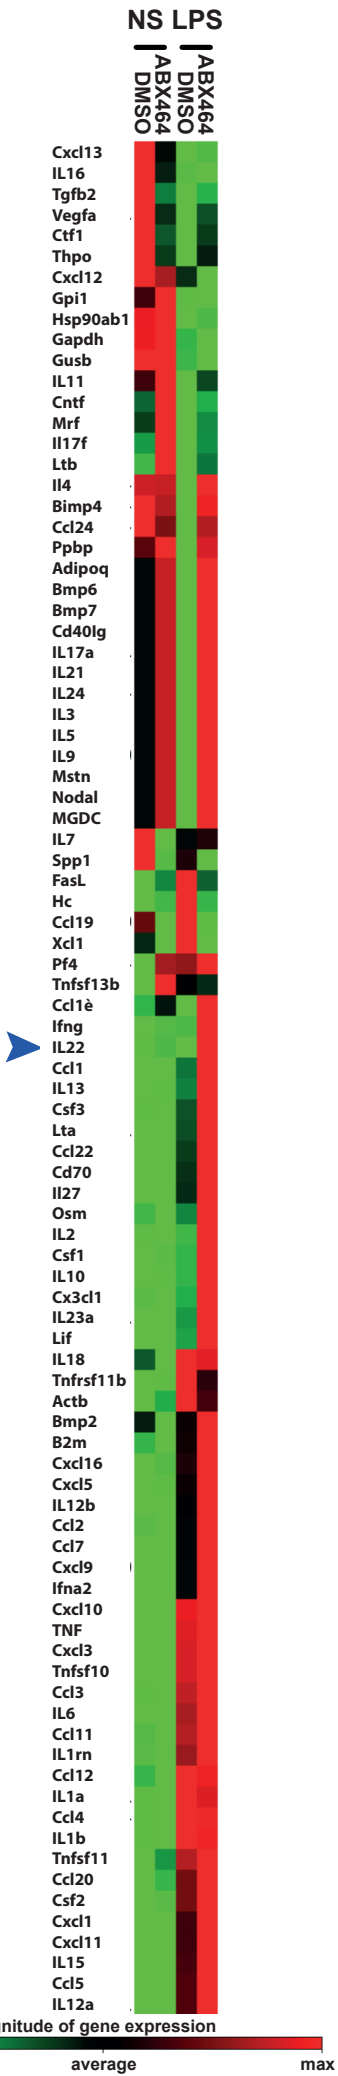

**ABX464 treatment induced up regulation of IL22 in LPS-stimulated BMDMs .**

Identification of cytokines and chemokines regulated by ABX464 in BMDMs. Bone marrow isolated cells were cultured for 6 days in the presence of GM-CSF (50ng/ml) to differentiate into macrophages. RNA was isolated from cells were kept in culture for additional 3 days in the presence of ABX464 (5 $\mu$ M) or vehicle (DMSO) alone and for additional 6 hours stimulated with LPS (4 $\mu$ g/ml). Scatterblots correlate gene expression of ABX464-treated cells (A), DMSO (DMSO)-treated cells and LPS-exposed cells (B) and ABX464-treated and LPS-treated cells (C) versus DMSO only treated cells. Samples represent the pool of RNA samples isolated from BMDMs derived from 3 different mice . (D) The clustergram shows differential gene expression between DMSO- and ABX464-treated cells as monitored by RT2 profiler PCR array (Qiagen). Arrow heads indicate expression level of IL-22.

How the deposited data were processed for this re-analysis (not part of the article)

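The data are 24 RNA-seq libraries of mouse BMDMs, un-stimulated or stimulated with LPS and treated with ABX464 or DMSO, taken at 12 h and at 48 h, with 3 libraries for each of the 8 conditions. The paper reports the 12 h libraries. The 48 h libraries appear only in the closing observations. Conditions were taken from the labels of the libraries. The labels also name intestinal epithelium as the tissue, and BMDMs together with intestinal macrophages as the cell type, and the paper's description of the cells as BMDMs was followed. The culture set of a library, numbered 1 to 3 and used as its replicate number, was read from the number in its title, whose first digits are shared by 1 library of each condition. This is where the pairing by culture set comes from, together with Fig. 5d, in which the paper takes the ratio of ABX464 to DMSO within each of its 3 groups of cultures.

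The libraries were made from total RNA with a TruSeq kit and sequenced by BGI. The authors deposited 1 table per library with an expected count per gene, an estimate that need not be whole and that is not normalized, in the format of the program RSEM. Each table also holds the authors' FPKM values, which divide the estimate by the transcript length and the library size and are rounded to 2 decimals. The aligner, the counting program, its version, the genome build and the filters are not stated in the paper, whose methods refer to a separate manuscript. Genes are listed under Entrez identifiers, and genes whose FPKM would round to 0 are left out of a table, so a gene missing from a table was taken as 0. Of 19925 genes listed in at least 1 library, 19865 were matched to a symbol of the RefSeq gene table. Between 76.1% and 78.0% of the expected counts in a library were whole numbers. The rest were split between genes or transcripts by the authors' program, which makes genes with near-identical copies uncertain.

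Total expected counts per library ranged from 18832995 to 20949728, with a median of 20061260 over the 24 libraries. The totals of the conditions overlap, so differences in depth between the groups are small. A gene with few counts is imprecise at this depth, and for Il22, with 0 to 7 counts in the other 12 h conditions, the size of a fold change depends on single reads. Error ranges cover counting error and the variation between the 3 culture sets. They do not cover errors made when reads were assigned to genes.

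Expected counts were rounded to whole numbers, filtered with edgeR's filterByExpr by condition, normalized with TMM and tested with edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3). One model was fitted to the 12 libraries of a time point, with a term for each of the 4 conditions and the culture set as a block (6 residual degrees of freedom). The test covered 13340 genes at 12 h, 13527 at 48 h and 13866 in the model of all 24 libraries (14 residual degrees of freedom). The p-values were adjusted by the Benjamini-Hochberg method. A gene counts as changed at an adjusted p under 0.05 and an absolute log2 fold change of at least 1.5 for LPS, the level given in the paper, or of at least 1 for ABX464, the lowest level listed in Supplementary Tables S3 and S4. The comparisons were LPS against un-stimulated in DMSO-treated BMDMs, ABX464 against DMSO in un-stimulated and in LPS-stimulated BMDMs, the interaction of ABX464 and LPS, and the ABX464 effect with LPS at 12 h against 48 h. Mean ± SD values are in CPM scaled with the TMM factors. Ratios within a culture set are ratios of FPKM with values under 0.01 set to 0.01. Single genes were compared with exact two-sided permutation tests, which with 3 libraries against 3 cannot give a p under 0.1. These ignore the culture sets. Sign-flip tests, which exchange the labels within each set, cannot give a p under 0.25 with 3 pairs. Lists of genes were tested with limma's camera (limma 3.58.1), with its preset correlation between genes and, for 4 lists, also with the correlation estimated from the data.

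The alternatives were a model without the culture set as a block, all genes with a value above 0 in at least 1 library, genes with an FPKM of at least 1 in at least 3 libraries, each culture set left out in turn, DESeq2's size factors and Wald test (DESeq2 1.42.0), limma on log2(FPKM + 0.1), log2(FPKM + 0.01) and log2(FPKM + 1), only the libraries of the comparison, an adjusted p under 0.001 and an absolute log2 fold change of at least 1.5 for ABX464. All were chosen before the data were examined. Exchanged labels of a pair of libraries of culture set 2 at 48 h, and the summed counts of Il22 and Iltifb, were added after seeing the data.

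The models were tested on simulated counts drawn from the means and library sizes of the real libraries, with 200 of 13169 genes changed by known amounts. The edgeR model recovered 93.5% of the changed genes with 7 false calls and 0 calls in a comparison without change. DESeq2 recovered 94% with 36 false calls and 5 calls in the comparison without change, and limma recovered 91% with 9 false calls and 0 such calls. In the same simulation, the camera test gave p-values of 4.8e-07 for a shifted list and 0.885 for a list that was not shifted. The changed genes were drawn from those above a floor of mean expression that Il22 does not reach, so the recovery does not cover such genes. The counts were drawn with edgeR's own estimates of the spread, which may favour edgeR over DESeq2. Genes were drawn independently of each other, so the camera p-values do not test the preset correlation between genes.

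Genes are named in the text if the paper names them for its RNA-seq, if they are among the 5 with the largest change in each direction past the threshold and in the same direction in all 3 culture sets, or if they belong to a discussed gene list and passed the threshold. Other genes that passed the threshold for ABX464 and are absent from Supplementary Tables S3 and S4 are named in the closing observations. The values of 1 gene are not reported here. Positions of Il22, Iltifb and Il10 are those of the mouse assembly NCBIM37, which need not be the build the authors used. Python 3.11.15 with pandas 2.3.3, NumPy 2.4.6 and SciPy 1.17.1 was used for the tables. Secreted cytokines, qPCR, qPCR arrays and the experiments in mice were not analysed here.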

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

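The tests of explanations in this part were chosen only after the result was seen, except those of histone genes and of liver genes, which were fixed before their results were seen.

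Several genes that the paper's tables do not list were past the threshold for ABX464 at 12 h. In LPS-stimulated BMDMs these were Ido1 (log2 fold change 1.58, adjusted p = 0.0377), Il1r2 (1.40, adjusted p = 0.0198), Serpinb2 (1.31, adjusted p = 0.0139, listed by the paper for un-stimulated BMDMs), Gpr15 (1.18, adjusted p = 0.0499), Mmp8 (1.13, adjusted p = 0.0499), Slc36a2 (1.04, adjusted p = 0.0465) and Ahrr (1.00, adjusted p = 0.0139). In un-stimulated BMDMs they were Nfkbiz (1.15, adjusted p = 0.00733), Cxcl1 (1.10, adjusted p = 0.0191) and Il1r2 (1.10, adjusted p = 0.0393). Each of these genes was higher with ABX464 in 3 of 3 culture sets. Without culture set 1 the adjusted p stayed under 0.05 for each of them except Slc36a2 (0.0843). Without set 2 or without set 3 it was above 0.05 for each, and its highest value lay between 0.692 and 1. Without the culture set as a block, Ido1 (adjusted p = 0.0828) and Cxcl1 (adjusted p = 0.071) did not pass, and the others did.

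Ahrr is a target gene of the aryl hydrocarbon receptor and is not in the paper's tables. Its log2 fold change with ABX464 was 0.90 in un-stimulated and 1.00 in LPS-stimulated BMDMs, and the larger of its adjusted p-values was 0.0194. Cyp1b1, Tiparp, Cyp1a1 and Nqo1 of the paper's tables are, with Ahrr, the tested genes of a list of such targets. The 5 tested genes of the list rose in both states of stimulation (median log2 fold changes of 1.18 and 1.34, camera adjusted p of 1.82e-38 and 8.52e-37 with its preset correlation), but the list was written with the paper's tables known, so only Ahrr is an independent member. A candidate explanation is that ABX464 or a product of it activates this receptor in BMDMs. Since Il22 can be driven by the receptor, the rise of Il22 may belong to the same response. Neither the receptor's activity nor its loss was measured in these libraries, so this remains a hypothesis. Technical explanations for the rise of Il22 were tested as well. Summing the counts of Il22 and Iltifb left a log2 fold change of 3.571, which speaks against reads moved between the copies. Markers of T, NK and innate lymphoid cells, which also make Il22, had no rise as a list that passed the test (camera p of 0.15 in LPS-stimulated BMDMs, 3 genes up and 3 down). In un-stimulated BMDMs, however, the same list rose with a camera adjusted p of 0.0413 by the preset correlation and of 0.22 by the estimated one (4 genes up and 2 down). With 6 genes tested, this list cannot exclude a few such cells behind the low counts of Il22. Neutrophils are another source of IL-22 named by the paper. With the preset correlation, their markers had 1 gene up and 7 down with LPS (camera adjusted p of 0.0842). Without LPS, 2 were up and 6 down (0.0269). Dendritic cell markers had 4 genes up and 2 down with LPS (camera adjusted p of 0.109). The ratio of library totals with LPS was 1.033, which is no separate test of library size, since the fold changes come from normalized counts.

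Cxcl1 moved in opposite directions with ABX464 in the 2 states of stimulation. It rose in each un-stimulated culture set (log2 ratios 1.05, 1.28 and 0.80) and fell in each LPS-stimulated set. The medians of the log2 ratios differed by -1.38 (LPS-stimulated minus un-stimulated). Tested as an interaction, the difference was -1.38 with a standard error of 0.181 and an adjusted p of 0.233 (edgeR's quasi-likelihood test), so it did not pass, although no other gene had a lower adjusted p. No biological explanation was tested.

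The 48 h libraries, which the paper does not report, gave 1 gene up-regulated by LPS as they are labelled, against 754 at 12 h. No gene was down-regulated past the threshold (0 genes, with 4202 genes at an unadjusted p under 0.05 in either direction). The low number goes with culture set 2. On a scale built from the genes changed by LPS at 12 h, where 0 is the mean of the un-stimulated and 1 that of the LPS-stimulated libraries of sets 1 and 3 at 48 h, the library labelled LPS with DMSO of set 2 lay at -0.015 and the library labelled un-stimulated with ABX464 of set 2 at 1.031. All other libraries lay between -0.035 and 0.021 or between 0.957 and 1.14, as labelled. On a scale built from genes changed by ABX464, the same libraries lay at 1.018 and 0.143. Spearman's rho of the library labelled LPS with DMSO was 0.949 with its namesake of set 1 and 0.993 with the un-stimulated ABX464 library of set 1. A mixture of both samples would place the libraries near the middle of the scale, and 1.031 and -0.015 speak against it. The prediction for library size, that both totals lie outside the range of the other 48 h libraries (18832995 to 20180011), was not met, since the total of the library labelled LPS with DMSO (20097866) lay inside it and that of the other (20215389) just above it. A candidate explanation is that the labels of these libraries are exchanged. With them exchanged, an alternative chosen after seeing the data, 721 genes were up-regulated by LPS at 48 h, and with set 2 left out 552 were down-regulated, against 0 with it. Spearman's rho of the library labelled un-stimulated with ABX464 was 0.944 with its namesake of set 1 and 0.992 with the LPS-stimulated DMSO library of set 1. On both scales, each of these libraries of set 2 lay where the label of the other places it. These values argue against the printed labels of these libraries. They cannot show at which step a label was changed, and the libraries are kept here as labelled.

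Structural RNAs, the 5 non-coding RNAs Rn7s1, Rn7s2 and 3 others, had a median log2 ratio of ABX464 to DMSO of 6.4 in un-stimulated culture set 2 at 12 h, with single ratios between 5.10 and 6.74. The FPKM of Rn7s1 in this ABX464 library was 585.1, against at most 16.9 in the other 12 h libraries. An effect of ABX464 is not borne out, since the same ratio was -1.29 in set 3 and -3.10 in set 1. In this library, replication-dependent histone genes, whose mRNAs have no poly(A) tail, had a median log2 difference of 1.485 from the other libraries of the condition (32 of 41 genes higher), which is consistent with RNA without poly(A) having been recovered in it. Liver marker genes, a list written before that test, had a median log2 difference of 3.061 (11 of 14 higher). Of these, 7 had an FPKM above 1 and the highest FPKM of any was 139.88, but in the other two libraries of the condition the highest was 178.69. The prediction for RNA from liver was that these genes would be found in this library and not in the others of the condition. By the highest FPKM it was not met, but that value can come from a single gene, and 11 of 14 genes went the other way. RNA from liver can therefore be neither ruled out nor told apart from a different recovery of RNA. Supplementary Table S3 lists Rn7s1 and Rn7s2 as down-regulated.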

How the results depend on the processing

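The test of exchanged labels at 48 h and that of the summed counts of Il22 and Iltifb were chosen only after the result was seen, and the other alternatives were not. The cause of a change between settings was not tested unless stated.

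At 12 h, the numbers of genes up-regulated by LPS (754), down-regulated by LPS (461) and changed by at least 2-fold (2128) stayed within 1.5 times these values under each alternative, except limma on log2(FPKM + 1) (336, 200 and 1344) and, for the last 2 numbers, an adjusted p under 0.001 (295 and 1344). Labels exchanged within 1 culture set gave 0 genes in each of the other 3 splits, so 1 of 4 splits, the real one, gave as many. With 4 splits that respect the culture sets, or 10 without this restriction, no share under 0.05 is possible.

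The numbers for ABX464 at 12 h depended on the processing. In un-stimulated BMDMs, genes up (11) became 32 with DESeq2, 30 with only the libraries of the comparison, 0 at an adjusted p under 0.001 and 5 at an absolute log2 fold change of at least 1.5, and ranged from 0 to 25 across the fits that each left out one culture set. Genes down (0, with 475 lower at an unadjusted p under 0.05) became 9 with DESeq2, 5 with only the libraries of the comparison, and 1 with limma on log2(FPKM + 0.1) and 1 on log2(FPKM + 0.01). In LPS-stimulated BMDMs, genes up (20) became 33 with DESeq2, 42 with only the libraries of the comparison, 9 with limma on log2(FPKM + 1), 0 at an adjusted p under 0.001 and 12 at an absolute log2 fold change of at least 1.5, with 0 to 20 when a set was left out. Genes down (0, with 511 lower at an unadjusted p under 0.05) became 7, 18 and 1 in the first 3 of these settings, 3 and 4 with limma on log2(FPKM + 0.1) and log2(FPKM + 0.01), and 1 with all genes above 0, with 0 to 1 when a set was left out. Genes changed in both (6) became 17 with DESeq2, 11 with only the libraries of the comparison and 0 at an adjusted p under 0.001, with 0 to 9 when a set was left out. The interaction gave 0 genes (574 at an unadjusted p under 0.05, a share below the 0.05 that no change would give). DESeq2 gave 4, and it also made the most false calls on counts simulated with edgeR's estimates of the spread. Of the 4 splits, 1 gave as many genes up, or in both, as the real labels, and 4 gave as many genes down or with an interaction, since the real number was 0. The depth limits genes with few counts, such as Il22.

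Ratios of at least 2-fold in each culture set, a rule without a test, gave for un-stimulated BMDMs 13 genes up and 10 down, which became 5 and 3 with log2(FPKM + 1) and 76 and 125 without a filter. At a log2 ratio of at least 1.5, 5 genes were up. Leaving out a set gave 16 to 25 up and 9 to 28 down. For LPS-stimulated BMDMs, 22 up and 12 down became 10 and 2 with log2(FPKM + 1), 86 and 67 without a filter, and 12 and 3 at a log2 ratio of at least 1.5, with 13 to 25 up and 15 to 21 down when a set was left out.

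At 48 h, the libraries were used as labelled. For LPS effect in DMSO-treated BMDMs at 48 h: genes up the number was 1, and for LPS effect in DMSO-treated BMDMs at 48 h: genes down it was 0 (4202 genes changed at an unadjusted p under 0.05). These became 332 and 72 with DESeq2 and 212 and 111 with only the libraries of the comparison. Without the replicate block the genes up were 2, and with all genes above 0 they were 2 up and 1 down. With the FPKM filter, with limma on log2(FPKM + 0.1), log2(FPKM + 0.01) and log2(FPKM + 1), and at an adjusted p under 0.001, 0 genes were up. Leaving out a set gave 0 to 6.9e2 up and 0 to 552 down, and exchanged labels 721 and 553. ABX464 in un-stimulated BMDMs gave 0 and 0 genes (1541 at an unadjusted p under 0.05). These became 2 up without the block, 1 up with the FPKM filter, 66 and 12 with DESeq2, 97 and 43 with exchanged labels, and 0 to 58 up and 0 to 20 down when a set was left out. ABX464 in LPS-stimulated BMDMs gave 0 and 0 (593 at an unadjusted p under 0.05, a share of the genes below 0.05). These became 6 and 4 with DESeq2, 1 up with limma on log2(FPKM + 1), 18 and 6 with exchanged labels, and 0 to 10 and 0 to 5 when a set was left out. Both comparisons shared 0 genes, 3 with DESeq2, 13 with exchanged labels and 0 to 9 when a set was left out. The interaction gave 0 (766 at an unadjusted p under 0.05), 8 with DESeq2 and 7 with exchanged labels. The ABX464 effect with LPS differed between 12 h and 48 h for 0 genes (449 at an unadjusted p under 0.05, a share of the genes below 0.05), 4 with DESeq2 and 2 with limma on log2(FPKM + 1). Each number above 0 on leaving out a set came from leaving out set 2. Of the 4 splits, 1 gave as many genes up by LPS at 48 h, and 4 as many in the comparisons with 0 genes.

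The log2 fold change of Il22 with ABX464 and LPS at 12 h (4.06) stayed between 1.34 with limma on log2(FPKM + 1) and 5.33. Its adjusted p rose above 0.05 with limma on log2(FPKM + 0.01) (log2 fold change 4.81) and in each fit that left out a set (3.42 to 5.33), and stayed under 0.05 in the other alternatives, with a log2 fold change of 4.02 without the replicate block and 3.57 with Iltifb summed in. Il10 kept its direction and an adjusted p above 0.05 in each alternative (0.56 to 0.74 when a set was left out).

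Of 793 values of 74 single-gene results under these alternatives, 651 kept direction and side of the threshold, 86 were weaker, 43 stronger and 13 reversed. Those reversed were Pla2g4b with ABX464 in un-stimulated BMDMs (0.16, but -0.59 without the replicate block, -0.55, -0.80 and -0.15 with limma on log2(FPKM + 0.1), log2(FPKM + 0.01) and log2(FPKM + 1), -0.86 with only the libraries of the comparison, and -3.98 to 2.20 when a set was left out), Rn7s1 and Rn7s2 (each -2.31 to 4.25 when a set was left out), Atp6-ps2 (-3.34 to 0.28), and with LPS Ccl2 (-0.083 to 0.29) and Tnf (-0.25 to 0.063), all without a significant change. The interaction of Il10 (-1.33, adjusted p above 0.05) was 0.07 and 0.29 with limma on log2(FPKM + 0.1) and log2(FPKM + 1).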

Differences from the paper's values

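The tests named in this part were set before the data were examined, except the ratios of culture set 1 alone, which were chosen only after the result was seen.

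The paper gives 439 genes up-regulated by LPS, against 754 here. The number came within 1.5 times the paper's with the FPKM filter (574), without replicate 2 (655), without replicate 3 (658), with limma on log2(FPKM + 0.1) (515), log2(FPKM + 0.01) (600) and log2(FPKM + 1) (336), and at an adjusted p under 0.001 (570), and not with the other alternatives. The paper gives 1383 differentially expressed genes without a stated threshold, against 2128 here at 2-fold. The alternatives within 1.5 times were the FPKM filter (1671), without replicate 2 (1647), without replicate 3 (1745), limma on log2(FPKM + 1) (1344), only the libraries of the comparison (1920) and an adjusted p under 0.001 (1344).

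For ABX464 in un-stimulated BMDMs, the paper's 18 genes stand against 11 here, with 16 without the replicate block, 15 with all genes above 0, 25 without replicate 1 and 12 with limma on log2(FPKM + 0.1). The other alternatives did not come within 1.5 times the paper's number. The paper lists 4 genes down, against 0 here (475 lower at an unadjusted p under 0.05), and 5 when only the libraries of the comparison were used, the only alternative to come within 1.5 times. For LPS-stimulated BMDMs, the paper lists 4 genes down, against 0 here (511 lower at an unadjusted p under 0.05), 3 with limma on log2(FPKM + 0.1) and 4 with limma on log2(FPKM + 0.01), and the other alternatives did not come within 1.5 times.

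The log2 ratios of the single genes below differed by more than the SD between culture sets, or for Pla2g4b in sign only. A gap is called closed where the sign matched and the difference lay within that SD, so the values can still lie far apart. The paper's value is given first. In un-stimulated BMDMs, Mpzl2 was 2.226 and 2.718 here, closed without replicate 3 (2.60) and with limma on log2(FPKM + 0.1) (2.28). Cck was 1.549 and 2.174, closed without replicate 2 (1.99) or 3 (2.00). Gm8221 was 1.447 and 1.802, closed without replicate 3 (1.71) and with limma on log2(FPKM + 0.01) (1.66). Asb2 was 1.173 and 1.287, closed without replicate 2 (1.23) and with limma on log2(FPKM + 0.1) (1.21) and log2(FPKM + 0.01) (1.23). Apol7c was 1.018 and 1.362, closed without replicate 2 (1.21) and with limma on log2(FPKM + 0.1) (1.31) and log2(FPKM + 1) (1.11). Rn7s1 and Rn7s2 were each -3.164 and 2.672, closed without replicate 2 (-2.31). Pla2g4b was -2.931 and 0.162, closed without the replicate block (-0.59), without replicate 2 (-3.98), with each of the limma fits (-0.55, -0.80 and -0.15) and with only the libraries of the comparison (-0.86). None of the other alternatives closed these gaps.

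In LPS-stimulated BMDMs, Il22 was 7.577 in the paper and 4.056 here, closed without replicate 2 (5.33). Hic1 was 2.097 and 1.623, closed without replicate 2 (1.74). Il12rb1 was 2.015 and 2.089, closed without replicate 2 (2.06) or 3 (2.07), with limma on log2(FPKM + 0.01) (2.03) and with only the libraries of the comparison (2.08). Rgs9 was 1.936 and 1.411, closed without replicate 3 (1.55). Ido2 was 1.657 and 1.860, closed without replicate 3 (1.74) and with limma on log2(FPKM + 0.1) (1.66) and log2(FPKM + 0.01) (1.81). The other alternatives did not close these gaps. Gm14430 was -5.087 and -9.788, and Ckap2 -1.206 and -1.016, and none of the alternatives set before the data were examined closed either gap. The FPKM ratios of culture set 1 alone, chosen after seeing the values, equal the paper's log2 ratio for each of these genes. A fit without set 2 or set 3 gives set 1 more weight. A gap closed by such a fit therefore does not show an effect of the processing. In that set Il22 had 0 counts with DMSO and Gm14430 had 0 counts with ABX464. The size of the paper's ratio for both genes therefore follows from the FPKM of 0.01 set in place of 0. Gm14430 had 0 counts in each LPS-stimulated ABX464 library, so its fitted value (standard error 9.24) is not fixed either. Its gap cannot show a difference.

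Of 48 values compared, these 20 differ, with Gm14430 and Il22 counted among them. The paper finds Il10 raised by ABX464 in fewer than all of its sample sets, while here its log2 ratio was 0.84, 0.61 and 0.39 in the 3 sets. The paper's list of genes common to both conditions (Supplementary Table S5) holds Hic1 and Asb2, whose adjusted p in un-stimulated BMDMs was 0.0803 and 0.0729 here. In LPS-stimulated BMDMs the adjusted p of Hic1 was 0.0838. Without the culture set as a block, Hic1 passed in un-stimulated (0.0455) and LPS-stimulated BMDMs (0.0466). Asb2 still did not pass in un-stimulated BMDMs (0.063). The paper's list does not hold Serpinb2 and Il1r2, which passed in both. Fig. 5d shows genes changed in each group, and the RIKEN cDNA gene of Supplementary Table S4 (Entrez gene 100039060) changed by log2 ratios of -6.73, -7.06 and 5.70 here.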

Other observations

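The tests of the printed ratios, of the family of Gm14430 and of gene lists with the estimated correlation were chosen only after the result was seen.

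The log2 ratios printed in Supplementary Tables S2 to S4 were compared with the FPKM ratios of each culture set. Of 478 printed ratios, 477 equal the ratio of culture set 1 at 12 h, while for sets 2 and 3 at most 1 ratio of a table does. This is consistent with the printed ratios having been taken from culture set 1 alone. The ratios printed in Supplementary Table S5 under a heading for un-stimulated BMDMs are those of Supplementary Table S4, for LPS-stimulated BMDMs. All 39 ratios of Supplementary Tables S3 and S4 were among the 477.

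The RIKEN cDNA gene of Supplementary Table S4 (Entrez gene 100039060) swung between 0 and 119.63 expected counts across the LPS-stimulated libraries at 12 h. Gm14430 split by treatment, with 32.21, 45.4 and 70.34 expected counts with DMSO in culture sets 1, 2 and 3 and 0 in each with ABX464. At least 20% of the 50-base stretches of the Gm14430 transcript occur in the transcripts of 19 genes, itself included, 11 of which are in the deposited tables, and 6 others contain every stretch. Summed over these 11 genes, the log2 ratio of ABX464 to DMSO in LPS-stimulated BMDMs was 0.054, 0.044 and -0.229 in the 3 culture sets, so that the value farthest from 0 was -0.229. Gm14430 and the RIKEN cDNA gene hold few of the summed counts, so the sum would stay near 0 whether or not they changed, and it cannot tell a change of these genes from reads that were divided differently between near-identical copies. The increase of Gm14430 by LPS has the same limit.

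Proliferation genes were lower with ABX464 in LPS-stimulated BMDMs. With Ckap2, which the paper lists, 5 of 6 genes fell, with a median log2 fold change of -0.67 and a camera adjusted p of 3.83e-09 over 36 tests with the preset correlation between genes. Without Ckap2 and with the correlation estimated from the data (0.329), 4 of 5 genes fell, with a median of -0.62 and an adjusted p of 0.0892 over 12 tests. It may be that fewer cells divide with ABX464, but at 0.0892 this cannot be told apart from no change. NRF2 target genes rose in the same comparison, 6 of 6 genes with a median log2 fold change of 0.33, with a camera adjusted p of 4.83e-05 by the preset and of 0.0892 by the estimated correlation.

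The secreted cytokines of Fig. 5b were not analysed here, but their genes can be read at 12 h. With ABX464 in LPS-stimulated BMDMs, the log2 fold change was -0.44 for Il6 (adjusted p = 0.823, lower in 3 of 3 culture sets), -0.11 for Tnf (adjusted p = 0.986, lower in 2 of 3) and 0.15 for Ccl2 (adjusted p = 0.982, higher in 1 of 3 by FPKM ratio). In un-stimulated BMDMs it was 1.98 for Il10 (adjusted p = 0.671), from 0, 3 and 2 expected counts with ABX464 and 0, 1 and 0 with DMSO, and 1.87 for Il22 (adjusted p = 0.597, higher in 3 of 3). For Tnf it was 0.49 (adjusted p = 0.316, higher in 3 of 3), for Il6 0.22 (adjusted p = 0.936, higher in 2 of 3) and for Ccl2 -0.16 (adjusted p = 0.891, lower in 2 of 3). The difference between the effects of ABX464 on Il22 with and without LPS had a log2 fold change of 2.19 and an adjusted p of 1, so the data do not show that the effect on Il22 needs LPS.

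At 48 h the expected counts of Il22 were 3.06, 6 and 7 in the libraries labelled LPS with ABX464 and 2, 1 and 0 in those labelled LPS with DMSO, too few to be kept for the test.

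The primers of Supplementary Table S6 were matched to the transcripts of NCBIM37. The Il22 reverse primer CCGGACATCTGTGTTGTTATCT matches exon 2 of Il22 on chromosome 10 from 117642637 to 117642658 without a mismatch and Iltifb with 2 (G3A and A7G, the primer's base first, counted from 1 at its 5′ end). The printed Il22 forward primer differs from both genes at 2 positions (C18T and T20C, counted in the same way), and both Il10 primers match Il10 without a mismatch.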
